# Sequential JAK inhibition enhances antitumor immunity after combined anti–PD-1 and anti-CTLA4

**DOI:** 10.1172/jci.insight.187921

**Published:** 2025-02-27

**Authors:** Marcel Arias-Badia, PeiXi Chen, Yee May Lwin, Aahir Srinath, Aram Lyu, Zenghua Fan, Serena S. Kwek, Diamond N. Luong, Ali Setayesh, Mason Sakamoto, Matthew Clark, Averey Lea, Rachel M. Wolters, Andrew Goodearl, Fiona A. Harding, Jacob V. Gorman, Wendy Ritacco, Lawrence Fong

**Keywords:** Immunology, Oncology, Cancer immunotherapy, Cellular immune response, Drug therapy

## Abstract

While immune checkpoint inhibition (CPI) has reshaped cancer treatment, the majority of patients with cancer do not benefit from this approach, which can also cause immune-related adverse events. Induction of IFN-γ responses is thought be necessary for antitumor immunity, but growing evidence also implicates IFN-γ as a tumor-intrinsic mediator of CPI resistance. CPI-induced IFN-γ mediates activation-induced cell death in T cells as an immune-intrinsic mechanism of resistance. In this study, we found that transient block of IFN-γ signaling through administration of the JAK1 inhibitor ABT-317 enhanced antitumor T cell responses with CPI in preclinical models. Importantly, sequential but not concomitant ABT-317 treatment led to significantly reduced toxicity and improved tumor efficacy. Sequential treatment reduced activation-induced T cell death and enhanced expansion of tumor-reactive T cell subsets with increased effector function in vivo and ex vivo. Only CPI in combination with ABT-317 also enhanced memory responses by protecting mice from tumor rechallenge. These results demonstrate that JAK inhibition within a discrete time window following CPI addresses an immune-intrinsic mechanism of therapeutic resistance.

## Abstract 2

In this study, we describe how immune checkpoint inhibitors, drugs that fight cancer by reinvigorating the host immune system, can achieve improved responses in mice by preventing overwhelming T cell activation.

## Introduction

Immune checkpoint inhibition (CPI) represents a major cancer therapy. However, a substantial number of patients end up not responding at all or developing resistance to treatment. IFN-γ is a central cytokine in the immune system that provides a necessary signal for effective T cell antitumor responses (1). IFN-γ has also recently been identified as a key component for chimeric antigen receptor (CAR) T cell efficacy in solid tumors (2). On the other hand, overwhelming IFN-γ signaling in the tumor microenvironment can lead to defective antitumor responses because of loss of critical T cell clones and, eventually, resistance to immunotherapy (3–7). IFN-γ receptor signaling converges on the Janus kinase (JAK) family, which promotes the phosphorylation, dimerization, and nuclear translocation of members of the STAT transcription factor family, such as STAT1, STAT3, or STAT5, and the subsequent engagement of inflammatory programs (8, 9). Inhibitors of this pathway have been used to dampen pathologic inflammation in the context of transplantation or autoimmune disease (10–12). Emerging evidence in cancer indicates that tumors may be exploiting IFN-γ signaling to acquire immunosuppressive features that paradoxically resist antitumor immunity (13–15). Hence, several JAK inhibitors with varying selectivity have been developed or repurposed in the past for the treatment of cancer, mostly alone or in combination with chemotherapy (16). Ruxolitinib, a JAK1/2 inhibitor that was initially approved for the treatment of myelofibrosis and graft-versus-host disease, has been administered to patients with breast cancer in combination with anti–programmed cell death ligand 1 (anti–PD-L1) in an ongoing phase I clinical trial (NCT03012230), which set a promising precedent for the combination of JAK inhibitors and CPI. Recently published clinical trial data in refractory Hodgkin lymphoma (NCT03681561), first-line non–small cell lung cancer (NCT03425006), and CAR-treated acute myeloid leukemia patients (NCT03766126) have underscored the ability of JAK inhibition to improve T cell fitness and counter immunosuppressive tumor microenvironments when combined with immunotherapy (17–19). On the other hand, ruxolitinib has been associated with marked worsening of CD8^+^ T cell proliferation and survival (20). To better understand the interaction between JAK inhibition and CPI, we characterized early tumor burden (ETB) immune responses upon treatment with ABT-317, a JAK1 inhibitor (21, 22), and combined anti–PD-1 and anti–cytotoxic T lymphocyte antigen 4 (anti-CTLA4) therapy (jointly termed CPI onward) in the murine prostate TRAMP-C2 tumor model, which has previously shown low levels of response to CPI (3). We found that combining CPI with sequential, but not concomitant, administration of ABT-317 significantly impaired TRAMP-C2 tumor growth. Using ex vivo restimulation assays and time course multiomic characterization of antitumor T cell responses in mice, we found that ABT-317 prevented the early accumulation of CD4^+^ Tregs and protected tumor antigen CD8^+^ stimulator of prostatic adenocarcinoma-specific T cells-1–specific (SPAS-1–specific) T cells from IFN-γ–driven dysfunctional exhaustion and cell death in tumor-draining lymph nodes (TDLNs), leading to improved T cell fitness and even immunological memory upon TRAMP-C2 rechallenge. We cross-validated these findings by immunophenotyping colorectal MC38 tumors treated with CPI and ABT-317. In these experiments, we found a consistent, but more moderate, improvement of antitumor T cell fitness upon treatment with ABT-317, including the accumulation of progenitor exhausted T (Tpex) cells in the tumor microenvironment or the higher frequency and cytotoxic profile of MC38-reactive CD8^+^ ADP-dependent glucokinase–positive (ADPGK^+^) T cells, thereby demonstrating the importance of the temporal component for optimal immune responses upon CPI treatment followed by JAK inhibition. Overall, these findings reinforce the counterintuitive synergy that “immunosuppressive” JAK inhibition can have when combined with CPI at the right therapeutic time window and contribute to the optimization of tailored immunotherapies for prostate cancer and other malignancies.

## Results

### JAK inhibition synergizes with dual CPI only in sequential regime.

We have previously shown that dual CPI treatment with anti–PD-1 and anti-CTLA4 compromises antitumor immunity in the murine prostate cancer model TRAMP-C2 by inducing activation-induced cell death (AICD) in an IFN-γ–dependent fashion (3). We interrogated the ability of the JAK1 inhibitor ABT-317 to modulate the immune responses driven by dual CPI anti-CTLA4 and anti–PD-1 therapy. When added to in vitro PMA/ionomycin-stimulated naive C57BL/6J mouse splenocytes, ABT-317 was able to substantially decrease CD69 upregulation and IFN-γ release at a concentration of 0.125 μg/μL (Figure 1A). To study the immune-intrinsic component of ABT-317, we compared sequentially starting JAK inhibition 3 days after the last CPI dose versus concomitantly starting JAK inhibition simultaneously to CPI ABT-317 dosing schedules in the ETB setting of prostate TRAMP-C2 tumors in mice (Figure 1B). While sequential ABT-317 after CPI significantly controlled tumor growth and increased survival, concomitant ABT-317 and CPI did not provide any advantage in controlling tumor growth compared to CPI, with a nonsignificant survival improvement (Figure 1, C and D). We immunophenotyped TDLNs from these mice on day 22 after implantation. While relative CD8^+^ T cell counts were highest in CPI, followed by sequential CPI + ABT-317, we observed a reduction in TDLN overall CD4^+^ T cells and Tregs in sequential ABT-317 (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.187921DS1), leading to significantly increased CD8/CD4 ratios in the sequential ABT-317 regime, together with higher levels of proliferating Ki67^+^, effector perforin 1–positive (PRF1^+^), and tumor-reactive CD39^+^ CD8^+^ T cells, as well as higher TRAMP-C2 antigen-specific CD8^+^SPAS-1^+^ T cells (Figure 1E and Supplemental Figure 1B). SPAS-1^+^ T cells from CPI + ABT-317–treated mice also showed significantly higher levels of Ki67 and PRF1, while SPAS-1^+^ T cells from CPI-treated mice showed significantly higher levels of PD-1 and a moderate increase in LAG-3 (Supplemental Figure 1C), both associated with T cell dysfunction and recently found to synergize in the maintenance of T cell exhaustion programs (23). These data highlight the time-sensitive, immune-intrinsic implications of disrupting the JAK signaling pathway in cancer immunotherapy.

### JAK1 inhibition ablates early IFN-γ–driven antitumor responses without compromising efficacy of CPI.

When administered to mice challenged with TRAMP-C2 tumors receiving dual CPI, ABT-317 showed a significant dose-dependent improvement in tumor control and survival compared with dual CPI alone (Figure 2, A–C), rendering up to 75% of mice free of tumors at the higher dose of 20 mg/kg ABT-317 (Figure 2D). ABT-317 was also able to neutralize body weight loss observed in mice treated with CPI alone (Figure 2E). Notably, ABT-317 alone did not have any impact on tumor growth. 

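The deposited TDLN data are counts of unique molecular identifiers (UMIs), each of which marks 1 captured RNA molecule, from 3 droplet scRNA-Seq reactions that the paper's methods load with 60000 cells each. The mice carried TRAMP-C2, a transplantable mouse prostate cancer line, and had received isotype antibodies or CPI at days 3, 6, and 9 and vehicle or 20 mg/kg ABT-317 at day 12, before harvest at day 15. Cells of all treatment groups were labeled with hashtag antibodies and pooled, so a reaction is 1 sample of the pooled condition. The authors deposited counts per gene and barcode from Cell Ranger 7.1.0, without normalization. Reactions 1, 2, and 3 held 62575, 56511, and 7050 barcodes, 127052825, 105259770, and 18055617 UMIs, and a median of 1905, 1713, and 1853 UMIs per barcode. All 99 antibody features of these matrices, the hashtags included, hold 0 counts, so TDLN cells could not be divided by treatment and every TDLN value covers all groups together. With the paper's filters (at least 200 and fewer than 2500 genes and under 10% mitochondrial counts), 62322, 56229, and 6518 barcodes passed (99.6%, 99.5%, and 92.5%). Counts were scaled to 10000 per cell, and the natural log was taken after adding 1. Leiden clustering at resolution 0.5 used all genes, clusters were named from lists of marker genes, and the names end in "-like" because they rest on RNA alone. T-like clusters were clustered again on 2000 variable genes, and sub-clusters with markers of other lineages were left out. A gene score is the mean log value of a list minus that of control genes of similar expression (scanpy's score_genes). Values are given per reaction or as the mean and SD over reactions, since cells are not replicates, and 95% intervals (exact Clopper-Pearson for shares and exact Poisson for gene levels in CPM, the UMIs of a gene relative to those of all genes) cover counting error only. Whether the reactions hold different mice is not stated, so the SD and tests over reactions may not cover variation between mice. Gene positions refer to GRCm38.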

To characterize early immune events leading to the observed tumor protection, we immunophenotyped TDLNs from mice on day 15 after implantation by single-cell RNA sequencing (scRNA-Seq) (Figure 2F). Though it was populated mainly by B cells (Supplemental Figure 2, A–C), we isolated the T cell compartment and identified 9 phenotypic clusters, including naive, regulatory, exhausted, and effector CD4^+^ and/or CD8^+^ T cell populations (Supplemental Figure 2, D–F). 

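The 125069 TDLN barcodes that passed the filters, called cells here, formed 9 clusters. Reaction 1 held 62575 barcodes where the methods load 60000 cells, so not all can be single cells, and the shares below are shares of barcodes. B-like cells were 1.58% ± 1.27 (SD, n = 3 reactions) of cells, with 618, 1710, and 46 cells in the 3 reactions. T-like cells were 1.76% ± 1.36 (SD, n = 3), with 615, 1878, and 63 cells, or 0.987% (95% interval 0.911 to 1.07), 3.34% (3.19 to 3.49), and 0.967% (0.744 to 1.23). Plasma cell–like clusters held 13.6% of cells, and 82.5% of cells were in clusters that met no marker list. In these unnamed clusters, 67.1% of cells had a UMI of Cd3e and 68.3% had one of Cd79a at a median depth of 1773 UMIs. Plasma cell–like clusters were close to them, with 69.7% and 71.6% (median 1976 UMIs), so their name is uncertain. T-like cells had a UMI of these genes in 85.0% and 3.83% of cells (median 2086.5 UMIs), and B-like cells in 39.8% and 93.9% (median 2328.5 UMIs). Of 6 sub-clusters of T-like cells, 4 were named, as CD4 naive–like (1115 cells), CD8 naive–like (875 cells), Treg-like (260 cells), and CD8 effector–like (214 cells). The other 2, with 63 and 29 cells, held B cell markers and were left out, so 2464 T cells were kept (604, 1817, and 43 per reaction). The CD8 effector–like class may hold NK cells, since natural killer receptor genes were among its highest genes. Of its cells, 45.3% had a UMI of the NK marker list (8.34% of CD8 naive–like cells), and 67.8% had one of Cd8a or Cd8b1. That list includes Prf1, which the paper uses to mark effector CD8 T cells, so 45.3% is not a share of NK cells. The NK receptor genes of the list had a UMI in 22.0% of the class, and CD3 genes in 97.7%. No sub-cluster was named exhausted CD8 T cells, and the Treg-like one, which also met that list, held more Cd4 than Cd8a. It met the list of follicular helper T cells too. Its mean log2 ratios were 3.44 for the Treg list, 1.49 for follicular helper T cells, and 1.35 for exhausted CD8 T cells. Cells of these kinds inside it were not separated. Among the alternatives, a first clustering on 2000 variable genes, chosen after seeing the data, named 0 cells T-like, and of those that named any, leaving out replicate 2 moved the share most, to 0.997%.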

To identify the main downstream effects of JAK1 inhibition by ABT-317, we scored T cells for their normalized expression of a set of 26 previously published genes associated with IFN-γ signaling (24), including *Isg15*, *Ifngr1*, *Ccl5*, *Icos*, or *Stat1*, among others, and found a significantly increased “IFN-γ score” associated with treatment with CPI that was neutralized by the addition of ABT-317 at a pan-T cell level (Supplemental Figure 2, G and H). We found clusters 1, 3, and 5, composed by CD8^+^ effector T cells, CD4^+^ Tregs, and CD8^+^ exhausted T cells, respectively, to have significantly increased IFN-γ scores (Figure 2G). 

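All 26 genes of the IFN-γ score were found in the TDLN counts. The score was higher in Treg-like cells than in the other T cells by 0.186 ± 0.0989 (SD, n = 3 reactions), with differences of 0.238, 0.248, and 0.0722. For CD8 effector–like cells the difference was 0.177 ± 0.0180 (SD, n = 3), with 0.160, 0.175, and 0.196. Both classes scored higher in each of the 3 reactions, and the exact two-sided sign-flip permutation test gave p = 0.25 for each, the smallest p that 3 reactions allow. Mean scores over reactions were 0.199 in Treg-like, 0.195 in CD8 effector–like, 0.00380 in CD8 naive–like, and −0.0144 in CD4 naive–like cells. Reaction 3 added only 4 Treg-like and 3 CD8 effector–like cells. CD8 effector–like cells held a median of 3312.5 UMIs against 1975 in the other T cells, and after thinning to 1100 UMIs, with shallower cells left out (2280 of 2464 T cells kept), their difference was 0.140. This class may hold NK cells, and among its cells with a UMI of a CD3 gene and of Cd8a or Cd8b1 and none of the NK marker list, a choice made after seeing the data, the differences were 0.125, 0.134, and 0.257 from 16, 64, and 2 cells. Prf1 is on the NK marker list and also among the genes of the score, so this choice selects cells in part by the score itself. By counts summed per class and reaction, 22 of the 26 genes were higher and 4 lower in Treg-like cells of reactions 1 and 2 (median log2 difference 1.03), and 13 were higher and 13 lower in CD8 effector–like cells (−0.04). Reaction 3 was left out of these tallies after the data were seen, because a gene without a UMI in its few cells gives a large negative difference, and with it the medians were 0.11 and −0.28. In Treg-like cells Il2ra (4.01, higher in 2 of 3 reactions) and Ctla4 (3.65, higher in 3 of 3) led without reaction 3, with Ccl5 (−1.94) among the lowest. Ccl5 (6.05) and Ccl4 (2.56) led in CD8 effector–like cells and were higher in 3 of 3 reactions. On the scale of log2 CPM of summed counts, which moved these results most, the differences were 0.0439 in Treg-like cells (0.965, 1.10, and −1.93 in reactions 1, 2, and 3) and −0.0549 in CD8 effector–like cells (0.157, 0.218, and −0.539), and without the genes that also served as class markers they were 0.150 and 0.0611.

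**Figure D1:**
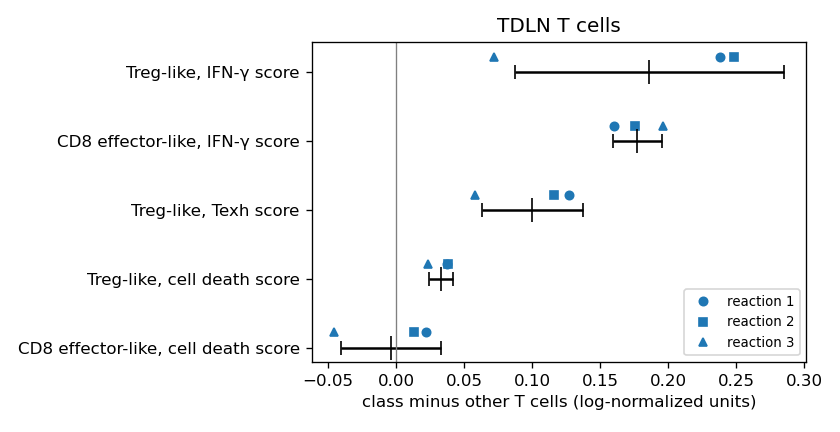
Score of each T cell class minus that of the other T cells (horizontal axis, score units) for the scores and classes on the vertical axis in TDLNs. Circles, squares, and triangles are reactions 1, 2, and 3, and black bars give the mean and SD (n = 3): the IFN-γ score differences all lie above 0, between 0.0722 and 0.248, while that of the cell death score in CD8 effector–like cells runs from −0.0456 to 0.0220.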

We performed differential gene expression (DGE) followed by gene set enrichment analysis (GSEA) between CPI and CPI + ABT-317 T cells from these clusters and found up to 7 enriched inflammatory pathways in all 3 clusters: IFN-γ, STAT5, IFN-α, JAK/STAT3, TNF-α, apoptosis, and hypoxia (Figure 2H). We consequently found significantly enriched IFN-γ scores in effector and exhausted CD8^+^ T cells (cl. 1 and 5) from CPI-treated mice and a nonsignificant trend (*P* = 0.0643) in CD4^+^ Tregs (cl. 3) (Figure 2I). 

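Among the 125069 TDLN cells, no cluster met the marker list of DCs (Itgax, Flt3, H2-Ab1, Zbtb46, Cst3, Ccr7, Xcr1, Clec9a, Cd209a, and Siglech) with the stated filters, so 0 cells were named DC-like and DC subsets were not compared. Cells were named by cluster, and DCs inside a larger cluster were not separated. Across the alternatives the number of DC-like cells ranged from 0 to 917, the largest number being without replicate 1, and it was 150 at Leiden resolution 1.0.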

Further analysis of the myeloid compartment revealed several DC subpopulations, including conventional DC1s (cDC1s), cDC2s, mature DCs enriched in immunoregulatory molecules (mreg DCs), and plasmacytoid DCs (Supplemental Figure 2, I–L). Given the role of mreg DCs in enhancing T cell antitumor activity in the tumor microenvironment (25, 26), we hypothesized that JAK1 inhibition might influence gene expression in these cells. We verified the presence of mreg DCs in TDLNs by immunofluorescence (Figure 2J), which showed decreased expression of DC maturation genes *Cd80* and *Cd86* in mice treated with CPI without ABT-317 (Figure 2K), suggesting impaired antigen presentation occurring in TDLNs from mice treated with CPI alone. These data demonstrate the multicellular effects of JAK inhibition in early antitumor responses.

### JAK1 inhibition after CPI leads to delayed antigen-specific T cell expansion with improved fitness.

Because improved tumor control in the context of IFN-γ signaling inhibition is relatively counterintuitive, we aimed to dissect the underlying T cell dynamics behind the therapeutic efficacy of sequential ABT-317 after CPI. Thus, we immunophenotyped the T cell compartment in TDLNs from IFN-γ–reporter (yellow fluorescent protein, YFP) GREAT/Smart mice treated with dual CPI alone or in combination with ABT-317 on days 15, 21, and 25 after tumor implantation (Figure 3A). Overall CD4^+^ and CD8^+^ IFN-γ^+^ frequencies showed a declining trend in CPI-treated animals after an early significant increase, reaching down to isotype levels by day 25 (Figure 3, B and C). Notably, while CPI + ABT-317 treatment showed moderate early increases in both CD4^+^ and CD8^+^ IFN-γ^+^ T cell frequencies compared with isotype-treated animals, there was no apparent drop in CD8^+^IFN-γ^+^ T cells by day 25. We observed a similar declining pattern for CD4^+^ Tregs in CPI-treated mice, with more moderate early increases in the presence of ABT-317 (Figure 3D). CPI-treated TDLNs also showed a drastic early increase in CD8^+^ T cell frequencies, apparently blunted by the addition of ABT-317, which led to inverse frequencies by day 25, showing significantly CD8^+^-enriched TDLNs in CPI + ABT-317–treated animals (Figure 3E). We observed a very similar pattern when looking at tumor-reactive CD39^+^ or proliferating activated CD44^+^Ki67^+^CD8^+^ T cells, suggesting a shift in the timing of CPI-induced T cell expansion dependent of ABT-317 (Figure 3, F and G). We interrogated TDLN-derived T cells obtained by scRNA-Seq with a T cell exhaustion (Texh) score comprising known immune checkpoint genes like *Pdcd1*, *Tigit*, *Lag3*, *Tox*, among others (Supplemental Figure 3B). 

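Tox (ENSMUSG00000041272) lies on chromosome 4 from 6686353 to 6991557, and its level in Treg-like cells was 802 (95% interval 672 to 950.3), 737 (664 to 815), and 313 CPM in reactions 1, 2, and 3. CD4 naive–like cells had 421, 393, and 234, CD8 naive–like cells 216, 194, and 183, and CD8 effector–like cells 136, 194, and 174 Tox CPM. Pdcd1 (ENSMUSG00000026285; chromosome 1, 94038305 to 94052553) reached 65.9 (32.9 to 118) and 83.8 (60.7 to 113) CPM in Treg-like cells of reactions 1 and 2, from 11 and 43 UMIs, against 0 and 2.86 in CD4 naive–like cells. Tigit (ENSMUSG00000071552; chromosome 16, 43648867 to 43664146) reached 228 (161 to 312.3) and 209 (171 to 252) CPM against 26.4 and 12.0. In reaction 3 the 4 Treg-like cells gave 9590 UMIs and 0 UMIs of Pdcd1 or Tigit, which allows up to 313 CPM. Lag3 (ENSMUSG00000030124; chromosome 6, 124904361 to 124911705) was covered by 4, 13, and 1 UMIs in Treg-like cells, or 24.0, 25.3, and 104 CPM.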

The resulting Texh score, led by elevated expression of *Pdcd1* and *Tox*, a reported orchestrator of terminal T cell exhaustion (27, 28), was significantly higher in CPI treatment alone, while addition of ABT-317 notably kept exhaustion in TDLN T cells at the isotype level (Supplemental Figure 3, B and C). 

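The Texh score, with all 17 genes found, was 0.1003 ± 0.0370 (SD, n = 3 reactions) higher in Treg-like cells than in the other T cells of TDLNs. It was higher in 3 of 3 reactions, by 0.127, 0.116, and 0.0580 (exact two-sided sign-flip permutation test, p = 0.25, at the limit of this design). Class means were 0.122 in Treg-like, 0.0435 in CD8 effector–like, 0.0372 in CD4 naive–like, and −0.00191 in CD8 naive–like cells. Treg-like cells had medians of 1721, 2129, and 2786.5 UMIs in reactions 1, 2, and 3 against 2288, 1981, and 2294 in the other T cells, and after thinning to 1100 UMIs, with shallower cells left out (2280 of 2464 T cells kept), the difference was 0.0989. In reactions 1 and 2, 11 of the 17 genes were higher and 6 lower in Treg-like cells, led by Pdcd1 (log2 difference 4.91), Lag3 (3.40, from 18 UMIs over all reactions), Tigit (3.05), and Tnfrsf1b (1.63), with Tox at 1.35. Pdcd1 is also on the marker list of follicular helper T cells, which this sub-cluster met, so such cells may contribute to these values. Reaction 3, with 4 Treg-like cells, was left out of this tally after the data were seen, and with it Lag3 (4.51, from 1 UMI in that reaction) was above Pdcd1 (3.27). Foxp3 (ENSMUSG00000039521; chromosome X, 7573644 to 7595245), from which the class was named in part, was at 144 (92.1 to 214) and 140.3 (110 to 177) CPM in Treg-like cells of reactions 1 and 2, and at 9.60 and 8.01 in CD4 naive–like cells.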

According to our scRNA-Seq data, this CPI-specific effect seemed to be particularly affecting CD4^+^ Tregs by day 15, with subtle differences in CD8^+^ T cells (Supplemental Figure 3B), though we did not detect consequences on the effector T cell gene expression between groups (Supplemental Figure 3D). To better capture tumor antigen-driven T cell responses, we stained TDLN T cells reactive to the MHC class I TRAMP-C2 immunodominant antigen SPAS-1 (29). We found a very similar time course trend in the frequency of TDLN SPAS-1–reactive CD8^+^ T cells to overall CD8^+^ T cells and CD4^+^ Tregs, with an early CPI-induced boost, detectable prior to the treatment with ABT-317 by day 12 (Supplemental Figure 3E) that declined with time, and a delayed boost in CPI + ABT-317–treated animals. Strikingly, SPAS-1–reactive T cells accounted for up to 24.2% of CD8^+^ T cells and up to 12.5% of all immune cells in TDLNs in these mice by day 25 (Figure 3, H and I), demonstrating a delayed antigen-driven T cell expansion. Consequently, CPI-ABT-317 SPAS-1^+^ T cells from day 25 showed significantly increased PRF1 and reduced exhaustion markers PD-1 and LAG-3 compared with CPI alone (Figure 3J). Immune infiltrates from endpoint TRAMP-C2 tumors involved in these experiments did not show significant reminiscences of the early events occurring in the TDLNs from these mice involving the boost in CD4^+^ Tregs, overall CD8^+^ T cells, or SPAS-1^+^ T cells (Supplemental Figure 3, F–H). To validate the tumor-killing fitness of TDLN-derived T cells upon treatment with CPI alone or with ABT-317, we set up ex vivo tumor rechallenge assays after pulsing day 25 TDLN T cells with the MHC class I TRAMP-C2 tumor antigen SPAS-1 and coculturing them with target TRAMP-C2 cells. Interestingly, T cells from mice treated with CPI in combination with ABT-317 were able to kill target cells at significantly higher rates after 2-day cultures than T cells from CPI alone (Figure 3K). These observations reinforce the notion that, while minimal IFN-γ signaling is mandatory for an effective response against tumors, preventing its overwhelming activation can provide improved efficacy and CPI-induced antitumor T cell fitness.

### JAK1 inhibition prevents CPI-induced early T cell death.

To assess how much the drop in T cell frequencies observed in mice treated with CPI alone could be explained by previously reported clonal deletion (3), we interrogated day 15 TDLN T cells for cell death–associated gene expression, including members of the caspase family, with a 45-gene “cell death” set (Supplemental Figure 4, A and B). 

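Of the TDLN T cell classes, Treg-like cells had the highest mean cell death score in each reaction (0.0866, 0.0851, and 0.0534). CD8 effector–like cells came next in reactions 1 and 2 (0.0729 and 0.0627), above CD8 naive–like (0.0419 and 0.0501) and CD4 naive–like cells (0.0497 and 0.0411). In reaction 3, with 3 CD8 effector–like cells, they were lowest (−0.0100, against 0.0403 and 0.0262). All 45 genes of the score were found. Treg-like cells scored above the other T cells by 0.0330 ± 0.00854 (SD, n = 3), in 3 of 3 reactions (0.0377, 0.0381, and 0.0231; exact two-sided sign-flip permutation test, p = 0.25). CD8 effector–like cells differed from the other T cells by −0.00361 ± 0.0367 (SD, n = 3), with 0.0220, 0.0129, and −0.0456, a mean smaller than its spread (p = 1.0 in the same exact test). This class may hold NK cells, and in its 16, 64, and 2 cells with UMIs of CD3 and CD8 genes and none of the NK marker list, a choice made after seeing the data, these were 0.0353, 0.0194, and −0.0864. The score rose with depth, with Spearman correlations to UMIs per cell of 0.155, 0.202, and 0.259 within the reactions. By summed counts of reactions 1 and 2, 34 of the 45 genes were higher and 11 lower in Treg-like cells, with a median log2 difference of 0.24, and in CD8 effector–like cells 16 were higher and 29 lower (−0.15). Reaction 3, with 4 Treg-like cells, was left out here after the data were seen, and with it 21 genes were higher and 24 lower in Treg-like cells (median −0.08) and 11 higher and 34 lower in CD8 effector–like cells (median −1.51). Pmaip1 (2.28, from 29 UMIs, higher in 2 of 3 reactions) and B3gnt2 (1.13, higher in 3 of 3) led in Treg-like cells without reaction 3, and Casp6 (−2.22, from 9 UMIs) was among the lowest. As the mean log2 CPM of summed counts, the Treg-like difference was 0.0549, 0.237, and −1.50 in reactions 1, 2, and 3 (mean −0.404), negative only in the reaction with 4 cells.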

CD4^+^ Tregs (cluster 3) showed the highest death score, followed by effector T cells (cluster 1) (Supplemental Figure 4C). When compared by treatment, both CPI-treated CD4^+^ and CD8^+^ T cells showed a significantly higher cell death score, which correlated with higher IFN-γ score rates in TDLN T cells, with bigger differences in the CD8^+^ compartment (Figure 4, A and B, and Supplemental Figure 4D). 

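Across the T cells of TDLNs from all treatment groups, the IFN-γ and cell death scores had Pearson correlations of 0.107, 0.121, and 0.0893 within the 3 reactions (mean 0.106, SD 0.0160). These are correlations across cells, which are not independent replicates, so no p is given. Both scores were above 0 in 39.1% (95% interval 35.2 to 43.1), 40.5% (38.2 to 42.8), and 34.9% (21.0 to 50.9) of T cells, or 38.2% ± 2.92 (SD, n = 3). Over all 2464 T cells the share was 40.1%, and the product of the shares above 0 for each score alone, the share without any relation, was 39.0%. Cells with a UMI of Cd4 and none of Cd8a or Cd8b1 had 38.2% with both scores above 0, and cells with the reverse pattern 39.9%, as means over reactions. Thinning to 1100 UMIs, which kept 2280 cells, moved the share most, to 19.3%, and left the mean correlation at 0.102. The paper scored cell death to ask how far clonal deletion accounts for the fall in T cells under CPI alone, and it states that the higher cell death score of CPI-treated T cells went with a higher IFN-γ score (Figure 4B).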

We assessed apoptosis rates in T cells from day 15 TDLNs by flow cytometry staining of annexin V (early apoptotic) and 7-AAD (late apoptotic) (Supplemental Figure 4E). Concordant with our scRNA-Seq data, we found a significant increase in late apoptotic CD4^+^ T (up to 21.4% of all immune cells) and CD8^+^ T cells (up to 16.07% of all immune cells) in mice treated with CPI alone, while treatment with ABT-317 was able to keep T cell apoptosis rates — both CD4 and CD8 — at isotype control levels (Figure 4, C and D). We hypothesized that the increase in early cell death in CPI alone would render those T cell populations differentially sensitive to subsequent stimulations. To test this, we isolated equal numbers of viable T cells from day 15 TDLNs of mice, restimulated them ex vivo with PMA-ionomycin, and assessed annexin V expression by flow cytometry after 4 hours. Strikingly, only T cells from TDLNs of mice treated with CPI alone showed significantly increased apoptotic levels after indiscriminate PMA-ionomycin restimulation, which was in turn prevented by exogenous addition of ABT-317 to the cultures (Figure 4E). To test the long-term impact on T cell fitness, we tested the ability of day 25 TDLN-derived T cells to express IFN-γ after CD3/CD28 ex vivo restimulation. T cells from mice treated with CPI alone showed a significant defect in IFN-γ levels after CD3/CD28 ex vivo restimulation compared with T cells from mice treated with CPI + ABT-317 (Figure 4F). These findings underscore the detrimental effects derived from excessive T cell activation in this ETB model, and importantly, demonstrate the possibility to identify those events systemically by analyzing lymphoid organs when there is no accessible or practicable tumor material.

### JAK1 inhibition after CPI confers long-lasting immunological memory.

After the striking 75% tumor-free mice upon CPI + ABT-317 treatment (Figure 2D), we wondered if and how much JAK inhibition contributed to the reshaping of the immune system, so we assessed tumor outcomes and T cell responses against related (TRAMP-C2) or unrelated (MC38) tumor rechallenges in these mice without additional treatments (Figure 5A). Expectedly, no effect in tumor growth was observed in MC38-challenged mice. However, there was a dose-dependent ABT-317–related protection against TRAMP-C2 rechallenges, with mice previously treated with high-dose ABT-317 not developing TRAMP-C2 tumors at all compared with mice treated with CPI alone or in combination with low-dose ABT-317, suggesting long-lasting immunological memory by JAK inhibition (Figure 5B). We performed multiparameter flow cytometry on T cells from the TDLNs of the rechallenged mice and quantified CD44^hi^CD62L^–^ effector memory T cell (Tem) frequencies, which were clearly increased in TRAMP-C2–rechallenged TDLNs (Supplemental Figure 5, A and B). In these, we observed significantly higher Tem frequencies in rechallenged mice originally treated with CPI + high-dose ABT-317, in correlation with response (Figure 5C), though these differences could not be observed in day 15 TDLN scRNA-Seq (Supplemental Figure 5C), likely owing to delayed contraction of Tems in CPI-treated animals. We also observed a notable increase in TDLN CD8^+^SPAS-1^+^ T cell frequencies in CPI + high-dose ABT-317 rechallenged mice (Figure 5D). These antigen-specific cells also showed significantly higher levels of CD44 and trends for lower CD62L, as well as elevated proliferation Ki67, compared with the other 2 groups, suggesting reinforced memory against the TRAMP-C2 antigen SPAS-1 (Supplemental Figure 5D). These observations highlight the potential long-term impact of early IFN-γ modulation in the outcome of tumors and sustained surveillance after immune checkpoint inhibition.

### JAK1 inhibition negates the CPI-associated IFN-γ program in tumors.

To capture events taking place during CPI and ABT-317 treatments in the tumor microenvironment, we implanted MC38 tumors in mice and enrolled them into treatments after a minimal tumor burden of 50 mm^3^ was achieved (Supplemental Figure 6A). 

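Tumors came from mice implanted with MC38, a mouse colon carcinoma line, and the deposited counts are from 2 droplet scRNA-Seq reactions of CD45+ and CD45− cells that the paper's methods mix at a ratio of 1 to 1. The authors deposited counts per gene and barcode from Cell Ranger 8.0.1, with 132 antibody features beside the genes and without normalization. Reactions 1 and 2 held 37774 and 27582 barcodes, 435031691 and 377184807 gene UMIs, and medians of 6785 and 7079 UMIs per barcode. Fewer than 2500 genes were required, which 18737 and 13796 barcodes did not meet, and 15219 and 9682 barcodes passed all filters (40.3% and 35.1%). A key deposited by the authors gives 1 hashtag per treatment and reaction and names no single mouse, so each treatment has 2 samples, 1 per reaction. A hashtag was called present on a barcode from a fit of 2 components to the log of its counts, and a treatment was given only to barcodes with 1 hashtag present. Among passing cells, isotype had 5792 and 4637 cells in reactions 1 and 2, CPI 1983 and 1256, CPI + ABT-317 506 and 456, and isotype with ABT-317 695 and 326. Several hashtags were present on 4238 and 1265 cells and none on 2005 and 1742. The limit of 2500 genes kept 94.1% and 88.9% of CPI barcodes and 23.5% and 22.1% of CPI + ABT-317 barcodes, whose medians were 1117.5 and 1345 against 3861 and 4451 genes. Normalization, clustering, and scores were as for TDLNs, and comparisons of 2 reactions are given as values without a test.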

We then evaluated tumor outcomes and immunophenotyped MC38 tumors obtained on day 15 after implantation by flow cytometry and scRNA-Seq (*n* = 3 per group) (Figure 6A). In this setting, CPI + ABT-317 provided nonsignificant higher antitumor efficacy and overall survival to CPI alone (Figure 6B and Supplemental Figure 6A). 

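The 24901 MC38 tumor cells that passed the filters formed 17 clusters. Macrophage-like cells were 44.2% ± 11.1 (SD, n = 2 reactions) of cells, fibroblast-like cells 9.00% ± 0.294, T-like cells 5.29% ± 0.318, and DC-like cells 0.963% ± 0.201. Granulocyte-like and endothelial-like clusters held 138 and 122 cells, and 10284 cells were in clusters left without a name, 47.5% of reaction 1 and 31.6% of reaction 2. Of these, clusters of 930 and 515 cells met the macrophage list but had a marker of another class among their highest genes. No cluster was named from the list of tumor epithelial genes, and the list of cycling genes was not used for naming. A UMI of Cd3e was found in 40.6% of T-like cells (median 1082 UMIs) and in 1.77% of macrophage-like cells (median 3507.5 UMIs). Col1a1 had a UMI in 99.5% of fibroblast-like cells (median 3987 UMIs) and in 7.05% of T-like cells. The limit on genes per cell moved the shares most, and with fewer than 6000 genes allowed they were 22.0% macrophage-like, 5.15% fibroblast-like, 2.34% T-like, and 5.98% DC-like.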

Our scRNA-Seq analysis on tumors identified 6 major cell populations, including MC38, fibroblast, endothelial, cycling CD45^–^, myeloid, and T cells (Supplemental Figure 6B). T cell unsupervised subclustering resulted in 6 phenotypic T cell clusters comprising *Cd4*^+^ Tregs, *Cd8a*^+^*Ifng*^hi^ exhausted and nonexhausted T cells, and effector T and Tem cells, as well as a mixed cluster of cycling T cells (Figure 6C and Supplemental Figure 6, C and D). 

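T-like cells numbered 771 and 534 in the 2 MC38 reactions (5.07%, 95% interval 4.72 to 5.43, and 5.52%, 5.07 to 5.99) and formed 5 sub-clusters. Cells with more Cd8a than Cd4 made up an unnamed sub-cluster of 631 cells and a CD8 exhausted–like one of 374, and a Treg-like sub-cluster held 253. Sub-clusters of 36 cells, with few T cell markers and with NK markers, and of 11 cells, with B cell markers, were left out, which kept 752 and 506 T cells. Kept T cells were 27.0% (25.1 to 29.0) and 25.2% (22.9 to 27.7) of cells with the CPI hashtag, from 536 and 317 T cells. They were 0.552% (0.378 to 0.779) and 0.474% (0.298 to 0.717) of cells with the isotype hashtag, from 32 and 22 T cells. With the CPI + ABT-317 hashtag there were 0 of 506 T cells in reaction 1 and 2 of 456 in reaction 2 (0.439%, 0.0532 to 1.58), so comparisons of T cells with this group rest on 2 cells. Fibroblast-like cells split the same way, at 42.1% and 42.6% with CPI and 0.466% and 0.496% with isotype. Macrophage-like cells split the other way, at 1.61% and 2.47% against 62.3% and 80.0%. Whether these splits reflect treatment or the hashtags stays open, so an effect of CPI on T cell numbers is not shown.

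**Figure D2:**
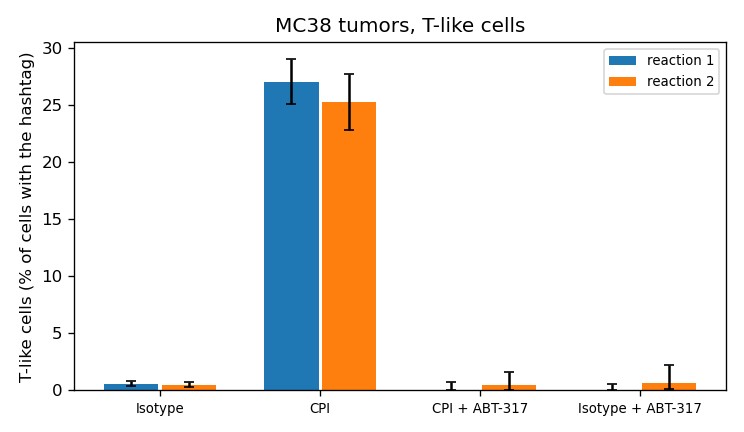
Percentage of kept T cells (vertical axis) among MC38 tumor cells with each treatment's hashtag, by reaction. Bars give the share and error bars the exact 95% interval: the CPI bars stand at 27.0% and 25.2%, and every other bar is at 0.613% or less. The hashtags also split fibroblast-like and macrophage-like cells, so an effect of treatment is not shown.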

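Jak1 (ENSMUSG00000028530) lies on chromosome 4 from 101152367 to 101265282. In T cells of MC38 tumors its level was 256 (95% interval 219 to 298) and 348 (292 to 412.5) CPM with the CPI hashtag in reactions 1 and 2. With the isotype hashtag it was 164 (66.0 to 338) and 322 (147 to 611), from 7 and 9 UMIs, so the intervals of the 2 groups overlap in each reaction. The 2 T cells with the CPI + ABT-317 hashtag held 1693 UMIs and none of Jak1, which allows up to 1772 CPM, and a difference from CPI was not detectable at this depth. By a second hashtag rule, chosen after seeing the data, 8 T cells had CPI + ABT-317 and held 5 UMIs of Jak1, or 384 (125 to 897) CPM, against 308 (276 to 343) with CPI.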

ABT-317 target *Jak1* showed increased expression in T cells upon CPI treatment, though addition of ABT-317 brought it to isotype levels. *Jak2* upregulation observed in CPI-ABT-317–treated mice might suggest ongoing compensation mechanisms (Figure 6D). 

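Jak2 (ENSMUSG00000024789; chromosome 19, 29251828 to 29313080) was at 117 and 114 CPM in T cells with the CPI hashtag and at 117 and 107 with the isotype hashtag, from 5 and 3 UMIs in the latter. It had 0 UMIs in both T cells with the CPI + ABT-317 hashtag. By a second hashtag rule, chosen after seeing the data, 8 T cells had CPI + ABT-317 and held 2 UMIs of Jak2, or 154 (95% interval 18.6 to 555) CPM, against 112 (93.2 to 133) with CPI.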

We observed significantly enriched proportions of exhausted CD8^+^ T cells and decreased cycling T cells in CPI-treated tumors by scRNA-Seq, in line with previous characterization of T cell dynamics in TDLNs (Figure 6E). Moreover, DGE between CPI and CPI + ABT-317 CD8^+^ T cells revealed upregulation of *Ifng* itself plus several IFN-γ–associated genes reportedly implicated in antitumor CD8^+^ and CAR T cell dysfunction like *Pdcd1*, *Dennd4a* (30), *Tnfaip3* (31, 32), and *Nr4a3* (33, 34) or the hypoxia-related transcription factor *Hif1a*, also associated with T cell exhaustion (35) and in line with the enriched pathways found in TDLNs (Figure 6F). Accordingly, IFN-γ score was significantly higher in T cells from CPI-treated tumors (Figure 6G), particularly both in CD8^+^ exhausted (cluster 0) and CD8^+^ effector (cluster 3) T cells, followed by CD4^+^ Tregs (Supplemental Figure 6E). 

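CD8 exhausted–like cells were 28.2% (95% interval 24.4 to 32.2) and 35.0% (29.8 to 40.5) of T cells with the CPI hashtag. With the isotype hashtag they were 4 of 32 T cells (12.5%, 3.51 to 29.0) and 6 of 22 (27.3%, 10.7 to 50.2). None of the 2 T cells with the CPI + ABT-317 hashtag was CD8 exhausted–like, which allows a share of up to 84.2% (exact Clopper-Pearson), and no test was run on these 2 cells. By a second hashtag rule, chosen after seeing the data, 0 of 2 and 2 of 6 T cells with CPI + ABT-317 were CD8 exhausted–like in reactions 1 and 2. In these exhausted-like cells Havcr2 (log2 difference from the other T cells 1.44) and Pdcd1 (1.43) were higher in 2 of 2 reactions, while Lag3 (−1.35, from 7 UMIs) and Tox (−0.47) were lower in both. Of all 17 Texh genes 7 were higher and 9 lower (median −0.03), and the Texh score was 0.0593 against 0.0152 in the other T cells in reaction 1 and 0.0261 against 0.0379 in reaction 2. The sub-cluster also met the CD8 effector list, by a higher mean than the exhausted list, so its name is uncertain. Of the cycling genes, Mki67 (ENSMUSG00000031004) was at 104 and 28.6 CPM in T cells with the CPI hashtag and 93.8 and 215 with the isotype hashtag, from 4 UMIs in reaction 1 of the latter. Top2a (ENSMUSG00000020914) was at 169 and 70.2 with CPI and 188 and 143 with isotype.

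**Figure D3:**
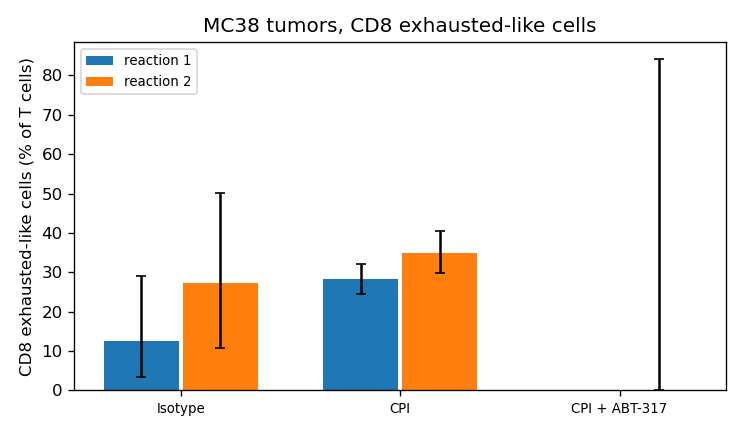
Percentage of CD8 exhausted–like cells (vertical axis) among T cells with the isotype, CPI, and CPI + ABT-317 hashtags in MC38 tumors, by reaction. Bars give the share and error bars the exact 95% interval: CPI stands at 28.2% and 35.0%, the isotype bars rest on 32 and 22 cells, and the interval of the 2 CPI + ABT-317 cells reaches 84.2%.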

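Counts of CD8 T cells (both sub-clusters with more Cd8a than Cd4) were summed per treatment and reaction, which gave 446 and 255 cells and 526444 and 291312 UMIs for CPI and 1 sample of 2 cells and 1693 UMIs for CPI + ABT-317. All 6 sums were fitted together by edgeR's quasi-likelihood test, so the lone sample is assumed to vary like the other groups. Of 1486 genes tested, 52 passed an adjusted p (Benjamini-Hochberg) of 0.05, all higher in CPI, and 196 had an unadjusted p under 0.05. These calls rest on the scaling of the lone sample. TMM and library sizes summed over the tested genes together shift every log2 fold change by 1.85 towards CPI, beyond what the UMI totals give. With sums scaled to all UMIs and no TMM, an alternative added after seeing the data, edgeR called 2 genes, both lower in CPI, and of 78 at an unadjusted p under 0.05, 9 were higher and 69 lower. DESeq2 called 0, and of its 28 at an unadjusted p under 0.05, 5 were higher and 23 lower in CPI. Without the low-count filter edgeR called 109. Ribosomal protein genes were 37 of the 52 called genes and 77 of the 1486 tested. Rps16 had the smallest adjusted p (0.00681; log2 fold change 4.90, from 3933 UMIs in CPI and 1 in CPI + ABT-317), followed by Rpl19 (2.94; adjusted p 0.00821), while their CPM alone give log2 differences of 3.03 and 1.06. Of the genes the paper names, Dennd4a (ENSMUSG00000053641; adjusted p 0.0145) was at 1569 CPM in CPI and Tnfaip3 (ENSMUSG00000019850; adjusted p 0.0804) at 736. Ifng (ENSMUSG00000055170; adjusted p 0.309) was at 406 and Hif1a (ENSMUSG00000021109; adjusted p 0.269) at 407 CPM, while Pdcd1 (183) and Nr4a3 (ENSMUSG00000028341; 459.8) were not tested, since in none of the 6 sums did they reach the CPM that the low-count filter requires. All 6 had 0 UMIs in the 2 CPI + ABT-317 cells, where the CPI level predicts 2.66 UMIs of Dennd4a, 1.25 of Tnfaip3, 0.778 of Nr4a3, 0.689 of Hif1a, 0.687 of Ifng, and 0.311 of Pdcd1. In counts simulated at this depth with 200 genes changed 4-fold, neither tool called any of them, and edgeR called 1 gene when none was changed, so these adjusted p values do not support calls of single genes, Dennd4a included. By a second hashtag rule, chosen after seeing the data, 8 CD8 T cells with 13007 UMIs had CPI + ABT-317, and edgeR called 0 genes. They held 14 UMIs of Dennd4a (1076 CPM, 95% interval 588 to 1806, against 1561 with CPI), 12 of Tnfaip3 (923 against 762), 10 of Hif1a (769 against 404), 5 of Ifng (384 against 410), 4 of Nr4a3 (308 against 461), and 1 of Pdcd1 (76.9 against 196). The paper describes Pdcd1, Dennd4a, Tnfaip3, and Nr4a3 as reportedly involved in dysfunction of CD8 and CAR T cells and Hif1a as linked to exhaustion.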

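In MC38 tumors the mean IFN-γ score over the 2 reactions was 0.266 in CD8 exhausted–like cells, 0.214 in Treg-like cells, and 0.139 in the unnamed CD8 sub-cluster. CD8 exhausted–like cells scored higher than the other T cells by 0.106 ± 0.0282 (SD, n = 2 reactions), with means of 0.249 against 0.124 and 0.283 against 0.197. Their difference moved most at Leiden resolution 1.0, to 0.204. For Treg-like cells the difference was 0.0275 ± 0.0124 (SD, n = 2), and it was −0.00235 after thinning to 700 UMIs, with shallower cells left out (1145 of 1258 T cells kept). Of the 26 genes, 17 were higher and 9 lower in CD8 exhausted–like cells, led by Ifng (log2 difference 1.56), Ccl4 (1.21), and Fasl (0.98), with Tnfsf8 lowest (−1.34). T cells with the CPI hashtag had mean scores of 0.158 and 0.248. Those with the isotype hashtag had 0.169 and 0.164, with no common direction in the 2 reactions. These groups differ in their share of Treg-like cells. Among CD8 T cells the score was higher with CPI in both reactions, at 0.157 and 0.240 against 0.104 and 0.136 with isotype. Only 13 and 14 CD8 T cells carried the isotype hashtag. In Treg-like cells the score was lower with CPI in reaction 1 (0.164 against 0.214) and higher in reaction 2 (0.283 against 0.213).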

Interestingly, we also found elevated cell death scores in CD8^+^ cluster 0, though no significant differences were reached when compared by treatment (Supplemental Figure 6F). 

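Mean cell death scores in MC38 tumors were 0.0233 in Treg-like cells, 0.0161 in CD8 exhausted–like cells, and −0.00129 in the unnamed CD8 sub-cluster, over 2 reactions. CD8 exhausted–like cells exceeded the other T cells by 0.0102 ± 0.00411 (SD, n = 2), and by −0.00234 after thinning to 700 UMIs (1145 of 1258 T cells kept). Of the 45 genes, 21 were higher and 23 lower in these cells, with a median log2 difference of −0.02. Over all T cells the mean score was 0.0104 and 0.0161 with the CPI hashtag and −0.0154 and 0.0249 with isotype. It was −0.0344 in the 2 cells with CPI + ABT-317. CD8 exhausted–like cells were at 0.0157 and 0.0318 with CPI and −0.0117 and −0.0135 with isotype, from 4 and 6 isotype cells. By the second hashtag rule reaction 2 went the other way (0.0246 against 0.0424, from 2 isotype cells). CD8 T cells were higher with CPI in both reactions (0.00756 and 0.0155 against −0.0107 and −0.0147). Treg-like cells were not (0.0245 and 0.0187 against −0.0187 and 0.0941).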

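Treg-like cells were 19 of 32 T cells with the isotype hashtag in reaction 1 (59.4%, 95% interval 40.6 to 76.3) and 8 of 22 in reaction 2 (36.4%, 17.2 to 59.3). With the CPI hashtag they were 16.8% (13.7 to 20.2) and 19.6% (15.3 to 24.4) of T cells. The intervals of the 2 groups do not overlap in reaction 1 and overlap in reaction 2. Neither of the 2 T cells with the CPI + ABT-317 hashtag was Treg-like.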

Parallel flow cytometry analysis revealed significantly increased CD4^+^ Tregs in CPI-treated tumors (Supplemental Figure 6G), with isotype showing the highest frequency by scRNA-Seq, followed again by CPI. Although overall CD8^+^ T cell tissue-specific counts were highest and did not differ between CPI- and CPI + ABT-317–treated groups by flow cytometry (Figure 6H), we captured antigen-specific T cell responses by flow cytometry staining with a tetramer against the MC38-specific MHC class I antigen ADPGK (36), and we found increased tissue-specific CD8^+^ADPGK^+^ counts in tumors from CPI + ABT-317–treated mice (Figure 6, I and J). Notably, ADPGK^+^ T cells from these mice showed significantly greater proliferation (Ki67), cytotoxicity (PRF1), and self-renewal potential (TCF1) than tumor-infiltrating ADPGK^+^ T cells from CPI-treated animals, suggesting sustained antigen-specific T cell expansion favored by ABT-317 (Figure 6K). In fact, overall CD8^+^PD-1^+^TCF1^+^ Tpex cells were depleted in CPI-treated tumors (Figure 6, L and M), thereby potentially affecting additional T cell populations. Our tumor-infiltrating myeloid scRNA-Seq analysis revealed improved DC maturation and antigen presentation potential in tumors treated with CPI + ABT-317 in the form of upregulated *Cd80*, *Cd83*, and *Cd86*, in line with our observations in the TDLNs of TRAMP-C2–challenged mice (Supplemental Figure 6, H–L). 

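DC-like cells of MC38 tumors numbered 125 and 107 in the 2 reactions, of which 58.6% were cDC2-like, 28.4% cDC1-like, and 12.9% (95% interval 8.90 to 17.9) mregDC-like. The cDC1-like sub-cluster, of 66 cells, also met the list of plasmacytoid DCs. Its mean for that list was higher (2.02 against 1.90), so its name is uncertain. One cDC2-like sub-cluster, of 53 cells, shared Mmp12, Cd14, and Tnfsf9 among its highest genes with a macrophage-like cluster, so macrophages may be among the cDC2-like cells. The isotype hashtag marked 76 and 65 of them, the CPI hashtag 20 and 16, and the CPI + ABT-317 hashtag 1 and 1, so this group rests on 2 cells with 4987 and 8241 UMIs. Cd80 (ENSMUSG00000075122; chromosome 16, 38455561 to 38496335) was at 191 (104 to 320.4) and 142 (68.3 to 262) CPM with CPI and 77.9 (46.9 to 122) and 78.0 (45.5 to 125) with isotype. It had 0 UMIs in both CPI + ABT-317 cells, which allows up to 602 and 364 CPM. Cd83 (ENSMUSG00000015396; chromosome 13, 43784775 to 43803132) was at 641 (471 to 852) and 641 (467 to 857) with CPI and 492 (408 to 589) and 464 (378 to 563) with isotype, and had 0 and 8 UMIs in the CPI + ABT-317 cells. Cd86 (ENSMUSG00000022901; chromosome 16, 36603869 to 36666081) was at 941 (732 to 1191) and 584 (419 to 792) with CPI and 751 (646 to 868) and 725 (617 to 847) with isotype, with 4 and 0 UMIs in the CPI + ABT-317 cells. For all 3 genes the intervals of CPI and isotype overlap in each reaction. Cd40 and Relb, which the paper's figure also shows, did not overlap in DC-like cells of both reactions. Cd40 was at 258 (181 to 355) CPM with CPI and 88.8 (63.7 to 120) with isotype, and Relb at 244 (170 to 339) and 60.7 (40.3 to 87.7). Within mregDC-like cells their intervals overlap, at 576 (386 to 827) and 370 (185 to 662) for Cd40 and 536 (353 to 780) and 235 (94.6 to 485) for Relb. The mix of DC subsets differed, with mregDC-like cells 6 of 20 and 7 of 16 DC-like cells with CPI, 5 of 76 and 6 of 65 with isotype, and 0 with CPI + ABT-317. In mregDC-like cells of both reactions, CPI (13 cells) and isotype (11 cells) were at 79.4 (21.6 to 203) and 101 (20.8 to 295) CPM for Cd80, 814 (584 to 1105) and 437 (233 to 747) for Cd83, and 477 (305 to 709) and 235 (94.6 to 485) for Cd86, with overlapping intervals. By a second hashtag rule, chosen after seeing the data, 3 DC-like cells, 1 of them mregDC-like, had CPI + ABT-317 and held 15 UMIs of Cd86 (1078 CPM, 603 to 1777, against 785 with CPI), 3 of Cd83 (216, 44.4 to 630, against 655), and 1 of Cd80 (71.8, 1.82 to 400, against 180).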

Overall, these findings underscore the time-sensitive benefits of IFN-γ modulation in boosting antigen-driven T cell responses against tumors.

## Discussion

IFN signaling is an essential feature of successful antitumor immune responses (1, 37), with particular relevance in immunotherapies targeting solid tumors (2). However, when overwhelmingly unleashed, it is also a source of AICD (5) and T cell dysfunction (7, 38). We have previously demonstrated that excessive IFN-γ in ETB settings leads to clonal T cell loss and subsequent resistance to CPI in the prostate cancer model TRAMP-C2 (3). In this study, because IFN-γ signaling converges into the JAK/STAT pathway (39), we evaluated the ability of the JAK1 inhibitor ABT-317 to modulate early IFN-γ downstream effects upon tumor challenge and its implications in preclinical prostate tumor outcomes and resulting immune status when combined with dual anti-CTLA4 + anti–PD-1 treatment. This constitutes a likely unprecedented use for this compound in prostate cancer. In our ETB model, we found ABT-317 to provide dose-dependent, toxicity-free advantage in controlling TRAMP-C2 tumors only when administered sequentially after dual CPI, rendering most of challenged mice tumor free and better immunologically prepared to reject secondary, antigen-related tumor challenges. We consider the temporal component of combining CPI with JAK inhibition a critical message of this study and a dimension that should be more profoundly considered in derived preclinical and clinical studies to ensure the adequate therapeutic windows are applied.

While targeting members of the JAK protein family has already been reported for the treatment of multiple cancer types (16), studies addressing its consequences in the immune system have been scarce and even partially discouraging. This is probably due to the logical notion that inhibiting a pivotal immunostimulatory cytokine like IFN-γ should have detrimental effects in ongoing antitumor responses, supported by reported findings revealing acquired resistance to immunotherapy upon loss of JAK function (40–43). However, we and others have described the unwanted consequences of uncontrolled immunostimulation (3, 6, 7), possibly mediated by compensatory immunoregulatory mechanisms to prevent tissue damage, and emerging evidence highlights JAK/STAT as a pivotal pathway in sustained T cell exhaustion (19, 28). In the case of CPI, related toxicities observed in mice and patients are no more than a manifestation of such unwanted effects (44). Strategies aiming to balance out immune stimulation without compromising antitumor efficacy are therefore bound to improve not only response rates but also quality of life for patients undergoing immunotherapeutic treatments. In fact, other examples of immunotherapeutic advantage by targeting an immunostimulatory molecule (TNF-α) in preclinical models have been published (45). In the present study, we demonstrate that early targeting of JAK1 in the prostate model TRAMP-C2 by treating with ABT-317 after dual CPI induces optimal expansion of cytotoxic, antigen-specific T cells that leads to toxicity-free, tumor-free, rechallenge-proof responses in mice. Because TRAMP-C2 tumors take around 40 days after implantation and there was no analyzable tumor tissue from best responding mice in these experiments, we focused our efforts in the multiomic assessment of early immune antitumor events upon JAK inhibition on TDLNs, as well as in ex vivo susceptibility for restimulation of TDLN lymphocytes from treated mice to discern the immunomodulation exerted by ABT-317 leading to tumor rejection. Our ex vivo and in vivo findings concur on the beneficial suppression of IFN-γ signaling exerted by early and sequential ABT-317. While the most relevant advantages become obvious in a delayed manner, both at the macroscopic (tumor control, resistance to tumor rechallenge) and molecular level (delayed antigen-specific CD8^+^ T cell burst), we were also able to detect early immune-related events attributable to treatment with ABT-317, such as the decoupling of CPI-enriched IFN-γ and cell death gene signatures and their related signaling pathways in key antitumor cell populations such as effector CD8^+^ and CD4^+^ Tregs; improved ex vivo preparedness for IFN-γ release; and unaffected cell viability, proliferation, and cytolytic potential upon both indiscriminate or antigen-specific restimulation of TDLN lymphocytes. In both tumor models described in the study, we were able to capture the improved fitness provided by the combination of CPI with sequential ABT-317 in antigen-specific SPAS-1–reactive (TRAMP-C2) and ADPGK-reactive (MC38) CD8^+^ T cell responses, with increased frequencies and effector profiles and reduced exhaustion. We believe these findings regarding T cell dynamics are important additions to the advantages of combining delayed concomitant JAK inhibition and CPI described in preclinical melanoma models (7) and describe an unprecedented role for JAK inhibition in subverting immune-intrinsic resistance to immunotherapy.

Notably, we observed increased memory-like T cell populations in the TDLNs of rechallenged mice only when originally treated with combined CPI and ABT-317, thus verifying its long-lasting benefits. We validated these findings in the faster growing colorectal MC38 tumor model using multiparameter flow cytometry and scRNA-Seq in a minimal tumor burden setting, where treatment with ABT-317 significantly attenuated CPI-induced IFN-γ molecular signatures (Figure 6), prevented Treg expansion, and set the stage for a delayed boost in tumor-infiltrating antigen-specific CD8^+^ T cells with high proliferation and effector capabilities. Interestingly, self-renewal PD-1^+^TCF1^+^CD8^+^ T cells were depleted in CPI-treated animals in this model. We believe the more moderate benefit provided by ABT-317 in terms of tumor growth and survival in the MC38 model underscores the time-dependent therapeutic window proposed for ABT-317 in combination with CPI.

Our study presents a handful of limitations. First, although we consider the TRAMP-C2 ETB setting an important and underexplored field in immunotherapy and very relevant to the study of prostate cancer, the use of a different cancer model for tumor immunophenotyping partially limits the strength of our conclusions regarding prostate-specific antitumor changes. We addressed this caveat with rechallenge studies in mice that had completely rejected tumors, but we could also be missing crucial immune-relevant events happening at the very beginning of tumor formation, such as myeloid reprogramming, which could in turn be relevant in more advanced stages of malignancy, when critical masses of lymphoid and myeloid cells have been recruited into the tumor and when disease detection is likely more frequent in patients. Additionally, our toxicity assessment was limited to body weight variation, although experimental design did not include change in percentage body weight randomization prior to treatment with ABT-317. Moreover, while we describe strong immune-intrinsic consequences of combined CPI and JAK inhibition in our prostate tumor model, we cannot completely rule out additional tumor-intrinsic responses to ABT-317 taking place, such as previously described restriction of tumor cell plasticity in prostate cancer (46). Further studies using additional prostate tumor models — ideally orthotopic, still a gap in the field — with naturally or manipulated varying levels of JAK expression will be pivotal to elucidate these questions.

Two recent clinical studies have combined JAK inhibition with CPI in patients with Hodgkin lymphoma (17) and lung cancer (18), in addition to a recent preclinical study showing prevention of cytokine-induced CAR T cell exhaustion in acute myeloid leukemia (19). While the focus of our study is on T cell responses and our approach to the myeloid compartment was limited, we had parallel observations to the increase in DCs, and specifically CCR7^+^ mreg DCs, described by Zak and colleagues (17). Similarly, our work expands the findings from Mathew and colleagues (18), mainly regarding the clonal expansion of allegedly “antigen-driven” CD8^+^ T cells, evidenced by the delayed burst of more effector, less exhausted TDLN CD8^+^ SPAS-1–reactive and tumor-infiltrating ADPGK-reactive T cells in the 2 models described in this study. It is noteworthy that the JAK1/2 inhibitor ruxolitinib described in those studies appears to have strong immunomodulatory activity on its own, while ABT-317 alone did not show significant differences in this study. While this could suggest reduced immune leakiness from solely targeting JAK1, future comprehensive safety-oriented comparisons between different JAK inhibitor candidates and varying tumor type dependencies to different members of the JAK protein family should also be considered for the intelligent design of JAK-inhibiting drugs (16, 47). In summary, our observations regarding the safety and lymphoid-sparing features of ABT-317 in combination with CPI, while preclinical, are important contributions to highlighting JAK inhibition as a promising clinical companion in cancer immunotherapy and could help improve immune cell therapies that have been shown to necessitate IFN-γ to cure solid tumors, such as CAR T cells (2).

## Methods

### Sex as a biological variable.

Because the study primarily focuses on a mouse prostate tumor model, only male mice were used.

### Cell lines.

Murine prostate adenocarcinoma TRAMP-C2 (CRL-2731, ATCC) and murine colorectal adenocarcinoma MC38 (CVCL_B288, donated by Jeff Bluestone at UCSF, San Francisco, California, USA) cell lines were used in this study. They were cultured in complete Dulbecco’s modified Eagle medium (DMEM) (11995-065, Gibco) supplemented with 10% fetal bovine serum (FBS) (35-011-CV, Corning) and 1× Penicillin-Streptomycin (10,000 mL Streptomycin SO_4_, 10,000 U/mL Penicillin G). Medium supplements were obtained from the UCSF Cell Culture Facility. Both lines were certified at least yearly by the STR profiling method available at ATCC. Cells were also routinely tested for Mycoplasma contamination using the Mycoplasma PCR Detection Kit (G238, Abm).

### Animal studies.

Eight- to 10-week-old male WT C57BL/6J mice (000664, Jackson Laboratory) or *C.129S4(B6)-Ifngtm3.1Lky/J* IFN-γ–YFP reporter Great/SMART mice (donated by Richard Locksley at UCSF, San Francisco, California, USA; C57BL/6J background) were used in mouse experiments described in this study. For in vivo tumor studies, 1 million TRAMP-C2 cells were implanted subcutaneously (s.c.) on the right flank of each animal (*n* = 5) on day 0. Animals were randomized and treated intraperitoneally (i.p.) on days 3, 6, and 9 with 8 mg/kg of isotype control (IgG2a/k, AbbVie) or dual CPI anti-CTLA4 (clone 24H2, AbbVie) and anti–PD-1 (clone 17D2, AbbVie), followed by Dulbecco’s PBS (DPBS) or ABT-317 administration on days 12, 15, and 21. ABT-317 (AbbVie) is a JAK1-selective inhibitor with reported activity in preclinical models of autoimmune disease (21, 22). ABT-317 was resuspended from lyophilized powder in DPBS at 5 mg/mL. ABT-317 was administered i.p. to mice with a starting dose of 5 or 20 mg/kg on day 12 after tumor implantation, followed by halved maintenance doses on days 15 and 21. Tumors from up to *n* = 3 mice per experimental group were harvested upon reaching endpoint and processed for flow cytometry.

Tumors were measured twice a week in length (L) and width (W), where L was the higher measured value, and W was the lower. Tumor volume was obtained with the formula V = L × W^2^ × π / 6. A tumor volume of 2,000 mm^3^ or a body condition score ≤ 2 were applied as endpoints. All mice were maintained at the UCSF vivarium at all times and received food and water ad libitum. For tumor studies shown in Figure 6, mice implanted with MC38 cells were randomized into groups upon reaching 50 mm^3^, which was 7–10 days after implantation for all involved mice. Experiment performers were not blinded to experimental conditions, but measurements and treatments were performed by different operators. No data were excluded.

### Tumor rechallenge.

Surviving mice with no measurable tumors at day 80 after implantation across *n* = 2 experiments were challenged a second time with either 1 million TRAMP-C2 (*n* = 8) or 1 million MC38 cells (*n* = 6) on their left flank. Tumors were measured twice a week, and TRAMP-C2 tumors were harvested at day 85 after rechallenge (day 40 or when reaching endpoint volumes for MC38) for immunophenotyping by flow cytometry. No further treatment was administered to these mice.

### Time course immunophenotyping.

A total of 1 million TRAMP-C2 cells were injected s.c. on the right flank of mice. Animals were treated on days 3, 6, and 9 with isotype control, anti-CTLA4 (clone 24H2), anti–PD-1 (clone 17D2), and/or ABT-317 starting day 12. On days 12 (*n* = 5), 15 (*n* = 5), 21 (*n* = 5), and 25 (*n* = 5) after implantation, lymph nodes were surgically resected and processed for immunophenotyping by flow cytometry.

### Tissue processing.

Spleens, inguinal TDLNs, and tumors were surgically removed with sterilized equipment. Spleens were mechanically dissociated through a 70 μm filter (223635548, Thermo Fisher Scientific) into a 50 mL conical tube with cold PBS. Lymph nodes were mechanically dissociated between 2 super-frosted microscope slides and washed into wells of 6-well plates containing cold PBS. Tumors were minced with scalpel blades and digested to single-cell suspensions by incubation for 1 hour at 37°C in tumor digestion media containing DMEM, 10% FBS, 2 mg/mL Collagenase IV (C5138, MilliporeSigma), and DNase I (D5025, MilliporeSigma). Then, tumor lysates were filtered through a 100 μm filter (431752, Corning) into 50 mL conical tubes and filled with cold PBS. Tissue single-cell lysates were centrifuged at 450*g* for 5 minutes at 4°C. Supernatants were discarded and pellets were resuspended in 5 mL ACK Lysing Buffer (118-156-101, Quality Biological), mixed well, and kept on ice for 5 minutes. Lysis was stopped by filling the tubes with cold PBS. Samples were centrifuged again at 450*g* and finally resuspended in 1 mL cold PBS. Viable cells for downstream use were counted in a Vi-CELL cell counter (Beckman Coulter) at a 1:60 dilution.

### Immunofluorescence.

Immunostaining of mouse tissues was performed on 5 μm acetone-fixed cryosections. Briefly, sections of inguinal lymph nodes from tumor-bearing mice were immunostained with the following antibodies: anti-mouse CD11c–Alexa Fluor 647 (N418, BioLegend) at a 1:100 dilution, rabbit anti-mouse CD86 antibody (E5W6H, Cell Signaling Technology) at a 1:100 dilution, followed by donkey anti-rabbit IgG-PE (Poly4064, BioLegend) at a 1:200 dilution and rat anti-mouse DC-LAMP antibody (1006F7.05, Novus Biologicals) at a 1:100 dilution, followed by goat anti-rat IgG–Alexa Fluor 647 (Poly4054, BioLegend) at a 1:200 dilution. After staining, slides were washed, counterstained with DAPI to visualize nuclei, and mounted using ProLong Gold Antifade Mountant (P36930, Invitrogen). Images were captured using a Leica DMi8 microscope equipped with a 63×/1.32 oil objective and a Leica DFC9000 GTC digital microscope camera, operated with LAS X software (v3.5.7.23225). Image processing to generate fluorescent channel overlays and confirm uniform exposure adjustment was performed using ImageJ (NIH, v2.14.0/1.54f).

### Flow cytometry.

Single-cell suspensions were first incubated with 1:100 Zombie NIR (L34976, Life Technologies) for 10 minutes in the dark. After a washing step, samples were incubated with 1:100 H-2D(b) Mouse 244-252 STHVNHLHC SPAS-1 or H-2D(b) ASMTNMELM ADPGK PE-conjugated tetramers (NIH Tetramer Core) for 30 minutes at room temperature. After washing, surface staining including 1:50 Fc Block (70-0161-U500, Tonbo Biosciences) was performed for 30 minutes on ice. Cells were fixed using the eBioscience FoxP3 kit (00-5523-00, Life Technologies), and intracellular staining cocktail was finally added to samples for 30 minutes on ice before final wash with FACS Buffer (PBS containing 2% FBS and 1 mM EDTA). Samples were run on an LSR Fortessa X-50 (Becton Dickinson). Instrument day-to-day variability was adjusted for using BD FACSDiva CS&T Research Beads or Rainbow Calibration particles. MFI of the fluorescent beads was recorded for each channel on the first day of acquisition of the first samples. On following acquisition days, laser voltages were adjusted in order to match the MFI intensity acquired on the first day. After voltage adjustment, instrument compensation was recorded each day before samples acquisition using single staining UltraComp eBeads (Life Technologies). Data were analyzed by FlowJo 10.7 (TreeStar). A detailed list of antibodies used can be found in Supplemental Table 1. All antibodies used for flow cytometry were validated with relevant isotypes and fluorescence minus one. Unstained samples were also included in every run as controls.

### In vitro ABT-317 dose curve.

A total of 10^5^ naive splenocytes from C57BL/6J mice were plated onto a 96-well F-bottom plate, then stimulated with Cell Stimulation Cocktail (00-4970-93, Life Technologies) — containing PMA and ionomycin — in the presence of ABT-317 at 0, 0.125, 0.25, or 0.5 μg/μL for 4 hours at 37°C. Then, well supernatants were collected and tested for mouse IFN-γ by ELISA (MIF00, R&D Systems). Cell pellets were washed and stained for Live/Dead, CD4, CD8, and CD69, then run by flow cytometry.

### Ex vivo stimulation of lymph node cells from tumor-challenged mice.

A total of 10^5^ whole lymph node cells collected from mice on day 25 after tumor implantation were plated onto 96-well plates and stimulated with Mouse Activator CD3/CD28 Dynabeads (11456D, Life Technologies) at a 1:1 bead/cell ratio. After 48 hours, cells were washed in FACS Buffer and run by flow cytometry.

Alternatively, 10^5^ cells from day 15 lymph nodes were plated onto 96-well plates and stimulated with Cell Stimulation Cocktail (00-4970-93, Life Technologies) in the presence or absence of 0.125 μg/μL ABT-317 for 4 hours at 37°C. Then, cells were washed and stained for apoptotic annexin V using the FITC Annexin V Apoptosis Detection Kit I (556547, BD Pharmingen) and run by flow cytometry.

### Assessment of T cell death in lymphoid tissues from tumor-challenged mice.

Lymph nodes from tumor-implanted mice were harvested and processed on day 15 after implantation. Single-cell suspensions were stained for late apoptosis with 7-AAD (A1310, Thermo Fisher Scientific) and early apoptosis with annexin V using the FITC Annexin V Apoptosis Detection Kit I and run by flow cytometry.

### Ex vivo killing assays.

TDLNs from tumor-rechallenged mice were harvested and processed to single-cell suspension as described previously. Total T cells were enriched using the mouse Pan T Cell Isolation Kit II (130-095-130, Miltenyi Biotec). A total of 10^5^ T cells per well were plated in U-bottom, 96-well plates and were incubated with 5 μg/mL of SPAS-1 peptide STHVNHLHC (custom, A&ALabs) for 4 hours at 37°C in RPMI medium. Afterward, T cells were washed and were added to CytoRed-labeled target TRAMP-C2 cells at a 20:1 effector/target ratio in F-bottom, 96-well plates in the presence of Mouse Activator CD3/CD28 Dynabeads at a 1:1 bead/T cell ratio. Then, anti–Annexin V–CytoGreen was added to the wells, and target cell death was monitored every 4 hours by time-lapse microscopy (Incucyte, Sartorius). CytoRed^+^CytoGreen^+^ double-positive cells were quantified as apoptotic target cells for each condition, and values from unstimulated wells were subtracted from stimulated wells for normalization.

### scRNA-Seq.

Eight- to 10-week-old male WT C57BL/6J mice were implanted s.c. with 1 million TRAMP-C2 or MC38 cells and treated i.p. with isotype or CPI (anti-CTLA4 + anti–PD-1) on days 3, 6, and 9, followed by vehicle (DPBS) or 20 mg/kg ABT-317 on day 12. On day 15 after implantation, tumors and TDLNs from mice were harvested and processed to single-cell suspension as described in *Tissue processing*. To enrich for CD45^+^ cells in tumors, total tumor lysates were stained for Live/Dead and CD45. Live CD45^–^ or CD45^+^ (tumors) were sorted with a FACSAria (BD) into separate tubes and barcoded by with mouse TotalSeq-C03 hashtag antibodies 1–10 (155861, 155863, 155865, 155867, 155869, 155871, 155873, 155875, 155877, 155879, BioLegend) at a 1:200 dilution for 40 minutes at 4°C to identify individual samples and treatment groups. Then, individual reactions of 6 × 10^4^ cells each with 1:1 CD45^+^/CD45^–^ (tumors) ratios (unsorted total cells for TDLNs) and equal hashtag representation for batch correction purposes were prepared at the Chromium Controller (10x Genomics) using the Chromium Next GEM Single Cell 5’ Kit v2 (1000263, 10x Genomics) and the Chromium Single Cell Mouse TCR Amplification kit (1000254, 10x Genomics), and sequencing was performed on an Illumina NovaSeq 6000 with paired-end 100–base pair read lengths.

### Gene expression analysis.

Alignment and assembly of raw scRNA-Seq data were done with CellRanger versions 5 and 7 (10x Genomics, Genome Build: GRCm38 7.0.0). For further preprocessing and analysis, we used the Scanpy76 single-cell analysis toolkit (scanpy 1.8.2 and 1.9.0, pandas 1.2.4, numpy 1.20.2) in Python 3.8.12. Cells with fewer than 200 genes expressed and genes detected in less than 3 cells were excluded. For further quality control, we only used cells with <2,500 genes and <10% mitochondrial genes. Reads were normalized to 10,000 per cell, and a log + 1 transformation was applied. For visualization only, genes were subset to highly variable genes using the default Scanpy preprocessing function. The dimensionality reduction (for 2D visualization) was calculated using UMAP algorithm. Clustering was performed using the Leiden algorithm (resolution = 0.5, leidenalg 0.8.8). Gene set scores were calculated using Scanpy’s scanpy.tl.score_genes function. DGE analysis was performed with DESeq2 included in Bioconductor 3.19 (R package) (48). DEGs were cut off by adjusted *P* < 0.05 and used as input for pathway enrichment analyses against publicly available gene sets (49) performed with GSEA 4.3.2 (50).

### ABT-317 dose schedule comparison.

Eight- to 10-week-old male WT C57BL/6J mice were used in these studies. Tumor implantation was performed as described above. Mice were treated with antibodies on days 3, 6, 9. They were enrolled into the previously detailed sequential ABT-317 regime on days 12, 15, 21; a concomitant regime on days 3, 6, 12; or isotype/CPI alone. A starting ABT-317 dose of 20 mg/kg was used, followed by halved maintenance doses. In each experiment, some mice (*n* = 3) were sacrificed on day 22 after implantation and immunophenotyping was performed on TDLNs by flow cytometry as described above. The remaining mice (*n* = 7) were monitored twice/week for tumor growth and survival.

### Data analysis and statistics.

All statistical analyses were performed with GraphPad Prism 9 and 10. All data were tested for normality. For comparisons between 2 groups, Mann-Whitney statistical tests were applied. For single-parameter comparisons involving more than 2 groups, 1-way ANOVA tests adjusted for Tukey’s multiple comparisons were applied in data passing normality, while Kruskal-Wallis tests adjusted for Dunn’s multiple comparisons were applied for nonparametric data. For Kaplan-Meier survival curve comparisons, log-rank Mantel-Cox tests were applied. For scRNA-Seq, built-in Scanpy 8 statistical tools were used. A *P* value of 0.05 or less was considered significant. Unless stated otherwise, error bars in plots represent SD, and vertical/horizontal black bars represent means. Antitumor efficacy experiments were performed in triplicate (*n* = 2 for time course and scRNA-Seq). A minimum of 3 biological replicates were run in all experiments.

### Study approval.

All experiments involving animals performed in this study were reviewed and approved by the IACUC at UCSF in protocol number AN202446.

### Data availability.

All source data shown in this article and related supplemental files can be found in the Supporting Data Values spreadsheet associated with this publication. The sequencing datasets shown in this study have been deposited to NCBI GEO with accession number GSE289532.

## Author contributions

MAB, AG, WR, and LF conceived this study. WR, AG, JVG, and FAH provided critical reagents. MAB, PC, YML, A Srinath, A Lyu, RMW, DNL, MS, MC, A Lea, and A Setayesh performed experiments. ZF, MAB, and A Lyu performed bioinformatic analysis. MAB analyzed all data. MAB and LF wrote the manuscript. AG, WR, JVG, SSK, and LF provided scientific feedback, contributed to manuscript writing, and supervised the study.

## Supplementary Material

Supplemental data

Supporting data values

## Figures and Tables

**Figure 1:**
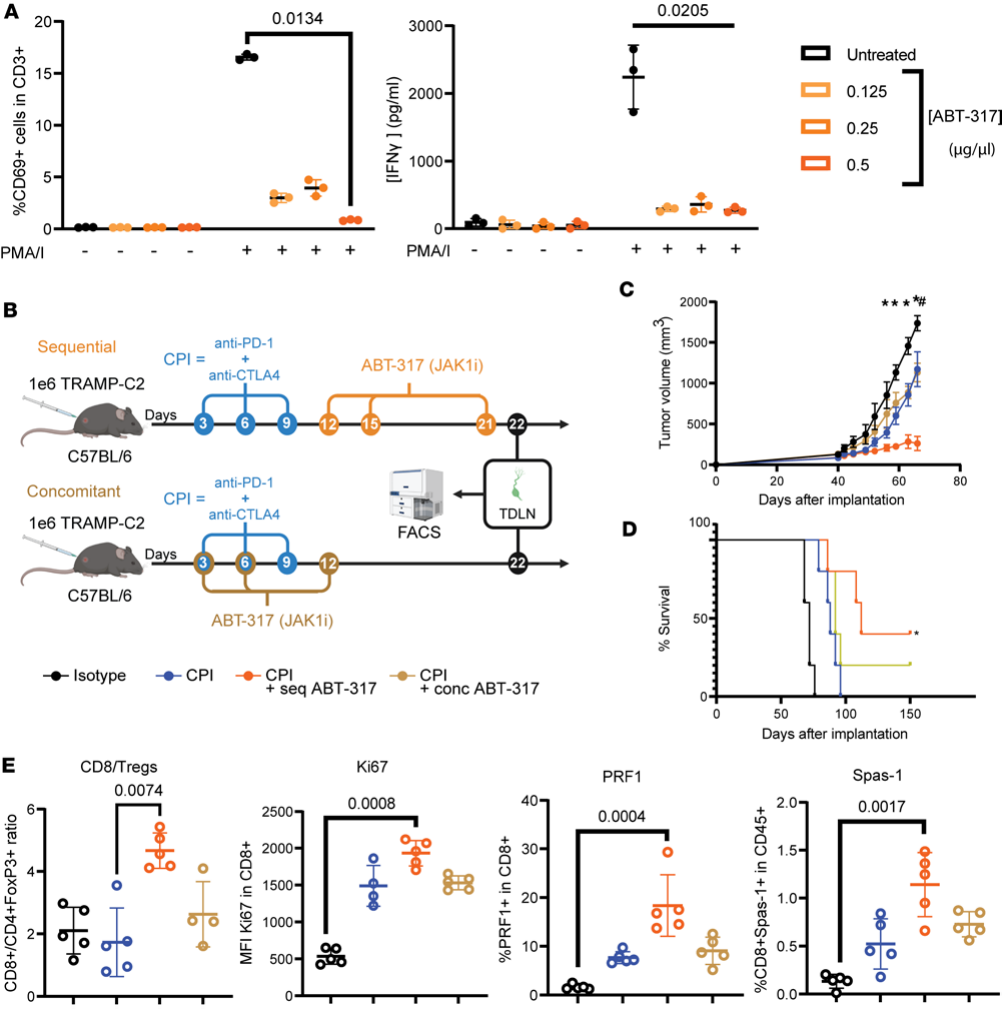
Sequential, but not concomitant, ABT-317 synergizes with CPI for improved antitumor efficacy. (**A**) A total of 10^5^ naive mouse splenocytes were stimulated with PMA-ionomycin for 4 hours in the presence of 0, 0.125, 0.25, or 0.5 μg/μL ABT-317. Plots show CD69^+^ T cells by flow cytometry and IFN-γ concentration in culture supernatants by ELISA. Significant *P* values by Kruskal-Wallis are shown. (**B**) Experiment design for sequential versus concomitant ABT-317 regimes in an early tumor burden (ETB) scenario. C57BL/6J mice implanted with 1 million (1M) mouse prostate adenocarcinoma TRAMP-C2 cells were treated with CPI (anti–PD-1 and anti-CTLA4) on days 3, 6, and 9 after implantation. In the sequential (seq) regime, mice were treated with ABT-317 on days 12, 15, and 21. In the concomitant (conc), mice were treated with ABT-317 on days 3, 6, and 12. While most mice were assessed for tumor growth, TDLNs from *n* = 3 animals from *n* = 2 experiments were harvested and immunophenotyped by flow cytometry. (**C**) Tumor volume curves for mice involved in **B** until day 66 after implantation. *, *P* < 0.05 CPI + ABT-317 (seq) vs. isotype by 1-way ANOVA applying Kruskal-Wallis; ^#^, *P* < 0.05 CPI + ABT-317 (seq) vs. all other groups by 1-way ANOVA applying Kruskal-Wallis. Error bars represent SEM. (**D**) Kaplan-Meier survival curves for all mice involved in **B**. *, *P* < 0.05 CPI + ABT-317 (seq) vs. CPI + ABT-317 (conc) by log-rank Mantel-Cox test. (**E**) Scatterplots showing flow cytometry parameters from TDLNs harvested on day 22 from the studies described in **B**. From left to right, CD8^+^/CD4^+^FoxP3^+^ (Treg) ratio, Ki67 MFI in gated CD8^+^ T cells, percentage of PRF1^+^ effector cells within CD8^+^ T cells, and percentage of TRAMP-C2 antigen-specific CD8^+^SPAS-1^+^ T cells within the CD45^+^ compartment. Significant *P* values obtained by Kruskal-Wallis are shown.

**Figure 2:**
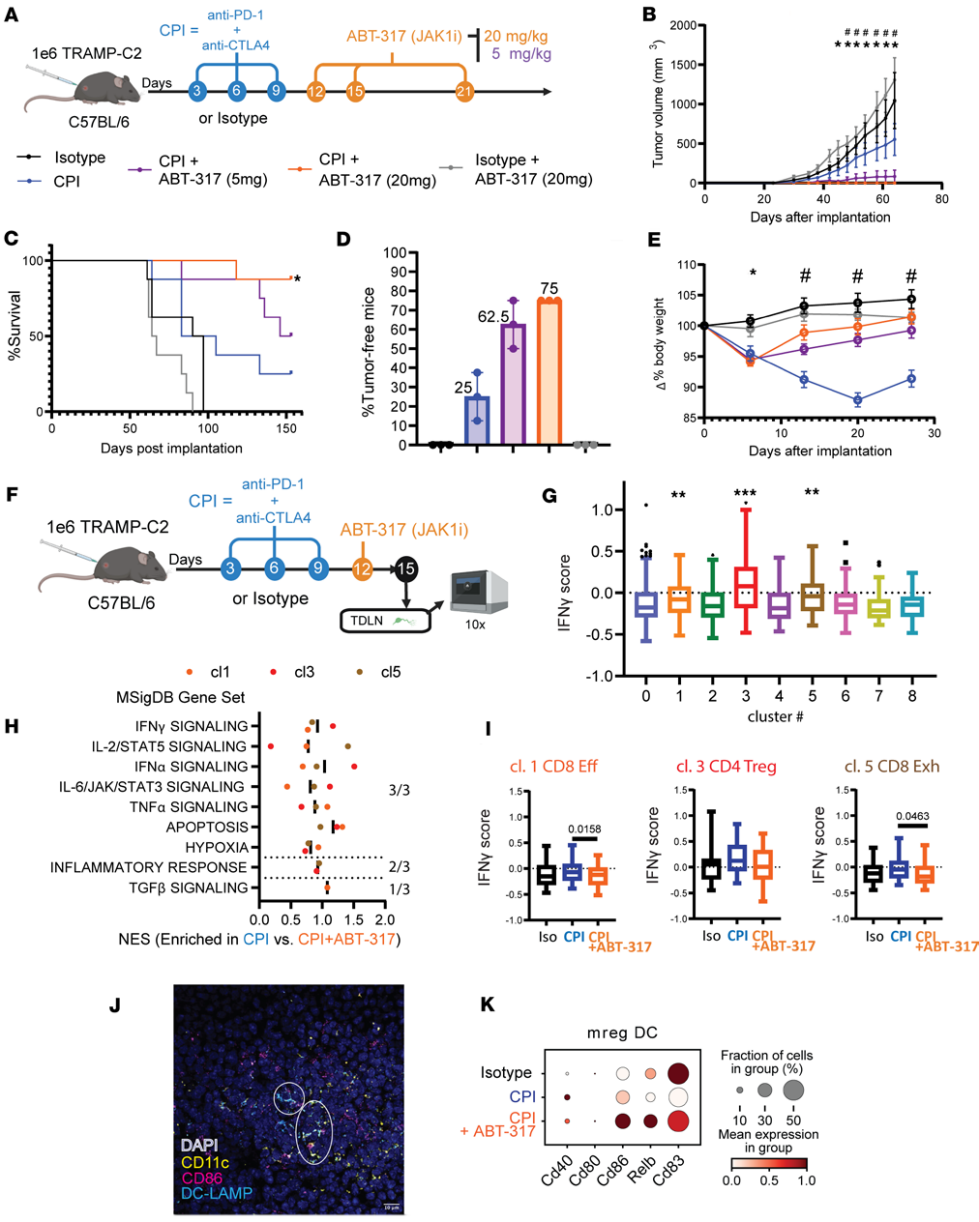
JAK inhibitor ABT-317 synergizes with CPI to achieve long-lasting antitumor efficacy in a dose-dependent fashion. (**A**) Treatment with CPI and ABT-317 in the ETB TRAMP-C2 model. TRAMP-C2 cells (1M) were implanted in the right flank of C57BL/6J mice. Antibodies were injected i.p. on days 3, 6, and 9. ABT-317 (20 or 5 mg/kg) was injected i.p. on days 12, 15, and 21. (**B**) Tumor volume curves for *n* = 1 of 3 experiments. *, *P* < 0.05 isotype vs. CPI + ABT-317 (20 and 5 mg) by Kruskal-Wallis; ^#^, *P* < CPI vs. CPI + ABT-317 (20 and 5 mg) by Kruskal-Wallis. Error bars represent SEM. (**C**) Kaplan-Meier survival curves. *, *P* < 0.05 CPI + ABT-317 vs. all by Mantel-Cox. (**D**) Percentage of tumor-free mice (*n* = 3 experiments). (**E**) Percentage body weight variation. *, *P* < 0.05 isotype and isotype + ABT-317 vs. CPI and CPI + ABT-317 (20 and 5 mg) by Kruskal-Wallis; ^#^, *P* < CPI vs. CPI + ABT-317 (20 mg) by Kruskal-Wallis. (**F**) TDLN immunophenotyping strategy (*n* = 3 mice per group, *n* = 2 experiments) by scRNA-Seq. (**G**) IFN-γ scores in TDLN T cells split by Leiden phenotypic clusters 0–8. Boxes cover interquartile interval, split by the median. Whiskers represent min to max values. Tukey outliers are shown. **, *P* < 0.05 vs. 0, 2, 4, 6, 7 by Tukey; ***, *P* < 0.0001 vs. all. (**H**) Enriched pathways in CPI vs. CPI + ABT-317 TDLN T cells from clusters 1, 3, and 5 by preranked GSEA from upregulated genes by differentially expressed genes (DEGs) precut by *P* < 0.05. NES, normalized enrichment score. (**I**) IFN-γ scores in scRNA-Seq TDLN T cell clusters 1, 3, and 5, split by treatment. Significant *P* values by Tukey are shown. Boxes cover interquartile interval, split by the median. Whiskers represent min to max values. (**J**) Representative immunofluorescence staining of TDLNs showing the presence of CD11c^+^CD86^+^DC-LAMP^+^ mreg DCs. (**K**) Dot plot matrix showing log-transformed gene expression of *Cd40*, *Cd80*, *Cd86*, *Relb*, and *Cd83* in TDLN mreg DCs.

**Figure 3:**
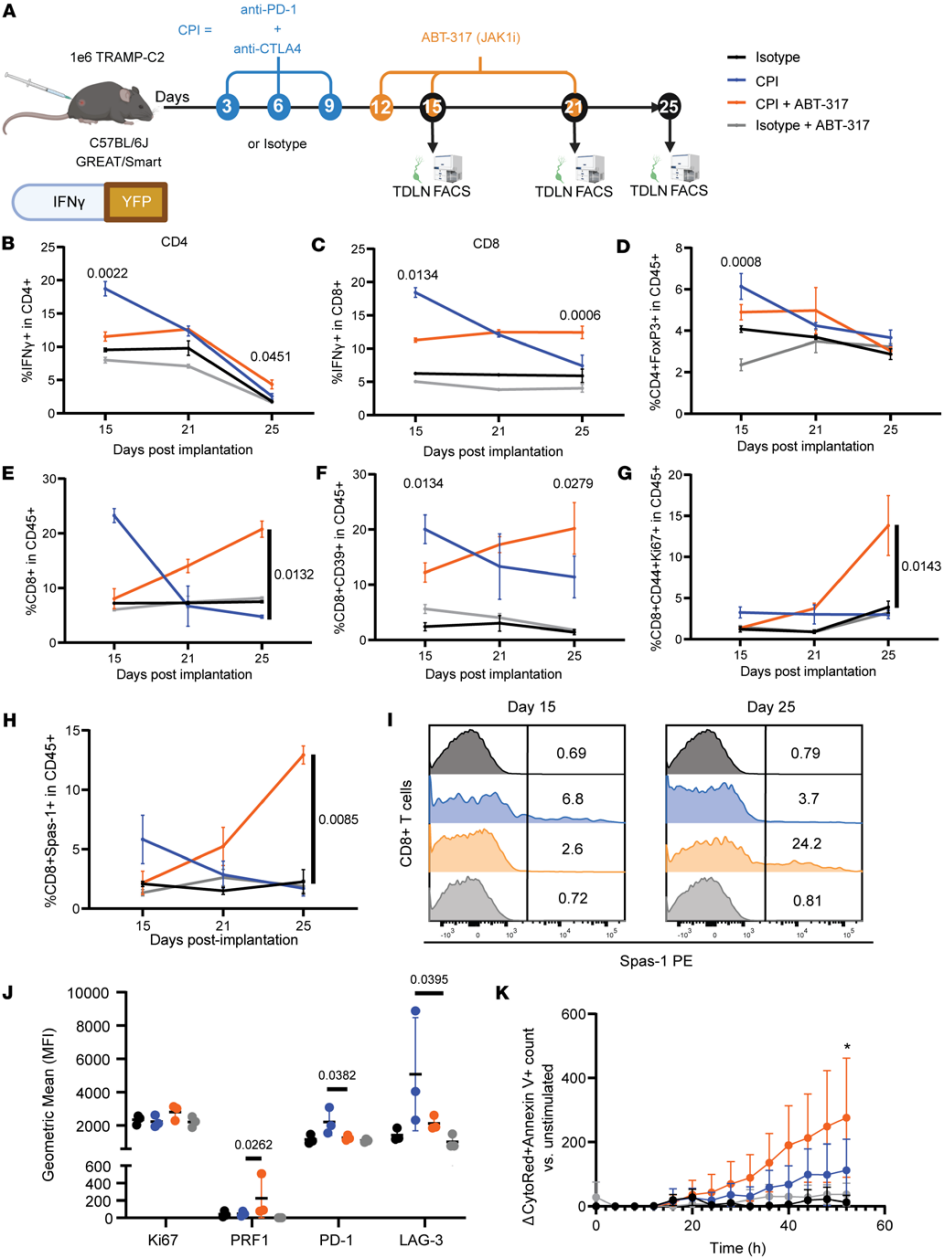
ABT-317 attenuates early IFN-γ–driven responses elicited by CPI to provide delayed expansion of tumor-reactive T cells. (**A**) Time course immunophenotyping of T cell responses in the ETB TRAMP-C2 model. IFN-γ–YFP reporter GREAT/Smart mice implanted s.c. with 1M TRAMP-C2 cells were treated i.p. with CPI alone or in combination with ABT-317 (20 mg/kg). TDLNs (*n* = 3 per group) were harvested on days 12, 15, 21, and 25. (**B**) Percentage of YFP^+^ (IFN-γ^+^) CD4^+^ T cells. Significant *P* values between groups in each time point by Kruskal-Wallis. (**C**) Percentage of YFP^+^CD8^+^ T cells. Significant *P* values between groups in each time point by Kruskal-Wallis. (**D**) Percentage of CD4^+^FoxP3^+^ Tregs within CD45^+^ cells. Significant *P* values between groups in each time point by Kruskal-Wallis. (**E**) Percentage of overall CD8^+^ T cells within the CD45^+^ compartment. Significant *P* values between groups in each time point by Kruskal-Wallis. (**F**) Percentage of tumor-reactive CD8^+^CD39^+^ T cells within CD45^+^ cells. Significant *P* values between groups in each time point by Kruskal-Wallis. (**G**) Percentage of proliferating and activated CD8^+^CD44^+^Ki67^+^ T cells within the CD45^+^ compartment. Significant *P* values between groups in each time point by Kruskal-Wallis. (**H**) Percentage of TRAMP-C2 antigen-specific CD8^+^SPAS-1^+^ T cells within the CD45^+^ compartment. Significant *P* values between groups in each time point by Kruskal-Wallis. (**I**) Representative mode-normalized histograms showing MFI of SPAS-1^+^ staining in gated CD8^+^ T cells from TDLNs on days 15 and 25. Values represent percentages of SPAS-1^+^ cells. (**J**) Geometric mean fluorescence intensity (MFI) of Ki67, PRF1, PD-1, and LAG3 in CD8^+^SPAS-1^+^ T cells from day 25 TDLNs. Significant *P* values by Kruskal-Wallis. (**K**) TRAMP-C2 cell death by total counts versus time (hours) (*n* = 2 experiments) (see Methods), normalized vs. unstimulated controls. *, *P* < 0.05 CPI + ABT-317 (orange) vs. isotype (black) by Kruskal-Wallis.

**Figure 4:**
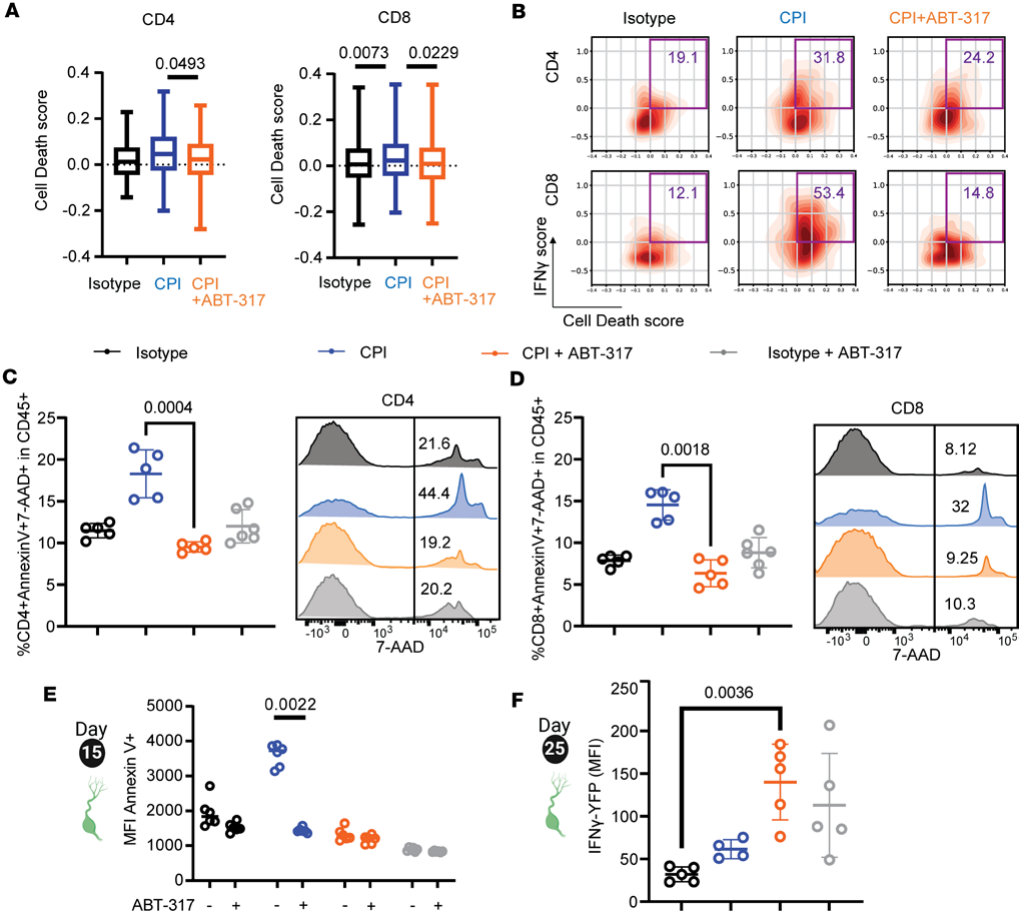
ABT-317 prevents early T cell death and leads to delayed, improved T cell fitness. (**A**) Cell death scores by scRNA-Seq in TDLN CD4^+^ and CD8^+^ T cells, split by treatment. Significant *P* values by Tukey are shown. Boxes cover interquartile interval, split by the median. Whiskers represent min to max values. (**B**) Representative density plots showing scRNA-Seq cell death scores (*x* axis) versus IFN-γ scores (*y* axis) in TDLN CD4^+^ and CD8^+^ T cells, by treatment. Gates (purple) contain all cells with scores > 0.0 for both gene sets. Values represent percentage. (**C**) Left, percentage of apoptotic annexin V^+^7-AAD^+^CD4^+^ T cells within the CD45^+^ compartment for TDLN T cells harvested on day 15 as pictured in Figure 3A. Significant *P* values by Kruskal-Wallis are shown; right, representative histograms showing 7-AAD MFI in gated CD4^+^ T cells. Values represent percentages. (**D**) Same as **C**, for CD8^+^ TDLN T cells. (**E**) Day 15 TDLN-derived T cells from the study shown in Figure 3A were stimulated with PMA-ionomycin in the presence or absence of ABT-317 in 96-well plates for 4 hours, after which wells were stained for annexin V and analyzed by flow cytometry. Scatterplot showing annexin V MFI. Significant *P* values by Kruskal-Wallis are shown. (**F**) Day 25 TDLN-derived T cells were stimulated with CD3/CD28 beads in 96-well plates for 48 hours and then analyzed by flow cytometry. Scatterplot showing YFP (IFN-γ) MFI within CD8^+^ T cells. Significant *P* values by Kruskal-Wallis are shown. Error bars represent SD.

**Figure 5:**
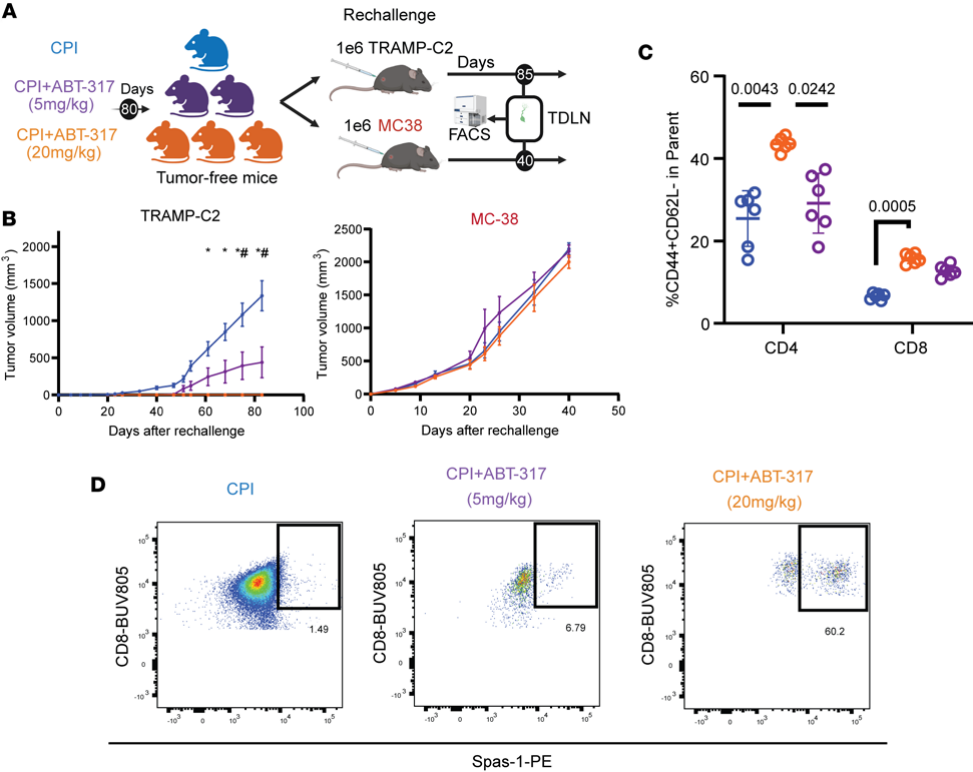
ABT-317 provides protective immunological memory against tumor rechallenge in mice treated with CPI. (**A**) Tumor rechallenge experiment design. Briefly, tumor-free animals from *n* = 2 studies (see Methods) described in Figure 2A were challenged with a second round of either 1M related TRAMP-C2 or 1M unrelated mouse colorectal MC38 tumor cells on their left flanks. TDLNs were harvested and analyzed by flow cytometry on day 40 (MC38) or day 85 (TRAMP-C2). (**B**) Tumor volume curves for implantations described in **A**: second challenge of TRAMP-C2 (left) or unrelated MC38 (right). *, *P* < 0.05 CPI vs. CPI + ABT-317 (20 mg) by 1-way ANOVA applying Kruskal-Wallis; ^#^, *P* < 0.05 CPI vs. CPI + ABT-317 (20 and 5 mg) by 1-way ANOVA applying Kruskal-Wallis. Error bars represent SEM. (**C**) Percentage of CD44^+^CD62L^–^ TDLN T cells by flow cytometry from TRAMP-C2 rechallenged mice involved in the study described in **A**, split into CD4^+^ and CD8^+^ compartments. Significant *P* values obtained by 1-way ANOVA applying Kruskal-Wallis are shown. Error bars represent SD. (**D**) Representative flow cytometry dot plots showing CD8^+^SPAS-1^+^ T cells from TDLNs of TRAMP-C2 rechallenged mice involved in **A**. Values represent percentages.

**Figure 6:**
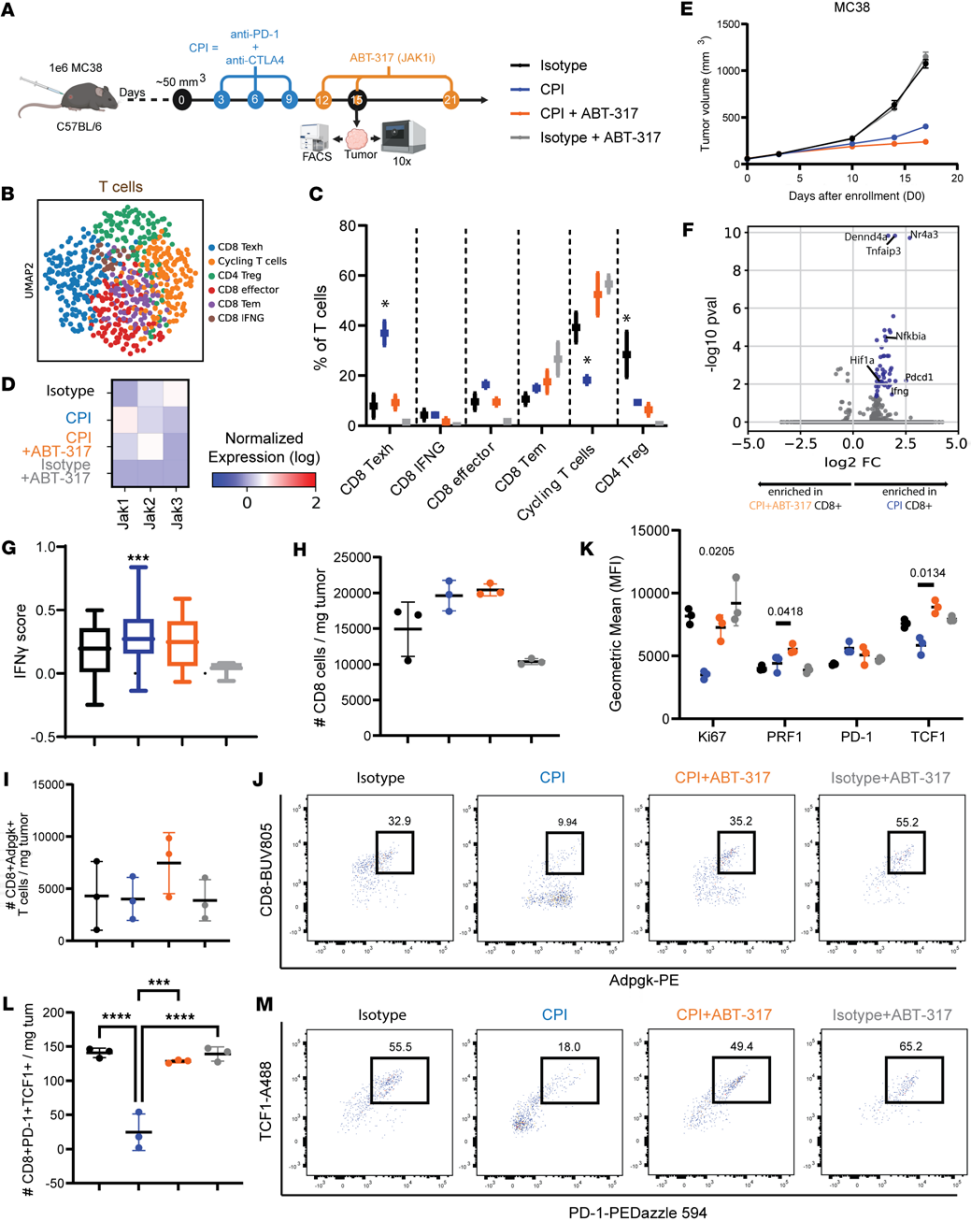
JAK inhibition attenuates IFN-γ–responsive signatures in the tumor microenvironment. (**A**) Study of CPI and ABT-317 in a minimal-burden tumor model. Briefly, 1M MC38 cells were implanted in the right flank of C57BL/6J mice. Mice were enrolled into treatment groups when tumors reached 50 mm^3^ (day 0). Antibodies were injected i.p. on days 3, 6, and 9. ABT-317 (20 mg/kg) was injected i.p. on days 12, 15, and 21. Tumors (*n* = 3 per group) were harvested on day 15 for scRNA-Seq, while *n* = 5 mice were assessed for tumor growth. (**B**) Tumor volume curves for mice involved in *n* = 1 of 2 experiments. Error bars represent SEM. (**C**) Uniform manifold approximation and projection showing 2,432 MC38 tumor-infiltrating T cells, distributed in 6 phenotypic clusters by Leiden (res. 0.5). (**D**) Heatmap showing log-transformed expression of *Jak1*, *Jak2*, and *Jak3* in MC38-infiltrating T cells. (**E**) T cell phenotypic cluster frequencies by treatment group. *, *P* < 0.05 vs. rest by Kruskal-Wallis. (**F**) Volcano plot showing DEGs in tumor-infiltrating CD8^+^ T cells from CPI-treated mice. Significantly enriched genes in blue. (**G**) IFN-γ score in tumor-infiltrating T cells. ***, *P* = 0.0409 by 1-way ANOVA. (**H**) CD8^+^ T cell counts/mg of tumor. (**I**) CD8^+^ADPGK^+^ T cell counts/mg of tumor. (**J**) Representative flow cytometry dot plots showing MC38 antigen-reactive CD8^+^ADPGK^+^ T cells from MC38 tumors. Values represent percentages. (**K**) MFI of Ki67, PRF1, PD-1, and TCF1 in tumor-infiltrating CD8^+^ADPGK^+^ T cells. Significant *P* values by Kruskal-Wallis are shown. (**L**) CD8^+^PD-1^+^TCF1^+^ (Tpex) cell counts/mg of tumor. ***, *P* < 0.001 by Kruskal-Wallis; ****, *P* < 0.0001 by Kruskal-Wallis. (**M**) Representative flow cytometry dot plots showing tumor-infiltrating Tpex cells. Values represent percentages.

# Supplementary material for: Sequential JAK inhibition enhances antitumor immunity after combined anti–PD-1 and anti-CTLA4
**Source:** JCI Insight. 2025 Feb 27;10(7):e187921. doi: 10.1172/jci.insight.187921
**Supplement:** Supplemental data

**Table S1. Antibodies used for flow cytometry.**

| <b>Marker</b>                     | <b>Conjugation</b> | <b>Vendor</b>        | <b>Catalog #</b>       | <b>Clone</b> |
|-----------------------------------|--------------------|----------------------|------------------------|--------------|
| CD45                              | BUV661             | BD                   | 612975                 | 30-F11       |
| CD8 $\alpha$                      | BUV805             | BD                   | <a href="#">612898</a> | 53-6.7       |
| CD4                               | BV711              | Biolegend            | 100447                 | GK1.5        |
| CD3                               | BUV395             | BD                   | 563565                 | 145-2C11     |
| PD-1                              | PE-Dazzle594       | Biolegend            | 109115                 | RMP1-30      |
| SPAS-1 H-2Db 244-252<br>STHVNHLHC | PE                 | NIH Tetramer<br>Core | Order#36028            | N/A          |
| ADPGK H-2Db<br>ASMTNMELM          | PE                 | MBL                  | TB-5113-1              | N/A          |
| PRF1                              | APC                | Biolegend            | 154303                 | S16009A      |
| Ki-67                             | BV480              | BD                   | 566109                 | B56          |
| FoxP3                             | PE-Cy7             | Life Technologies    | 25-5773-80             | FJK-16s      |
| TCF-1                             | A488               | BD                   | 567018                 | S33-966      |
| TIM3                              | PerCP-Cy5.5        | Biolegend            | 134012                 | B8.2C12      |
| LAG-3                             | BV785              | Biolegend            | 125219                 | C9B7W        |
| CD44                              | BV650              | Biolegend            | 103049                 | IM7          |
| CD62L                             | BV570              | Biolegend            | 104433                 | MEL-14       |
| CD39                              | BV421              | BD                   | 567105                 | Y23-1185     |
| CD69                              | PerCP-Cy5.5        | Biolegend            | 104521                 | H1.2F3       |

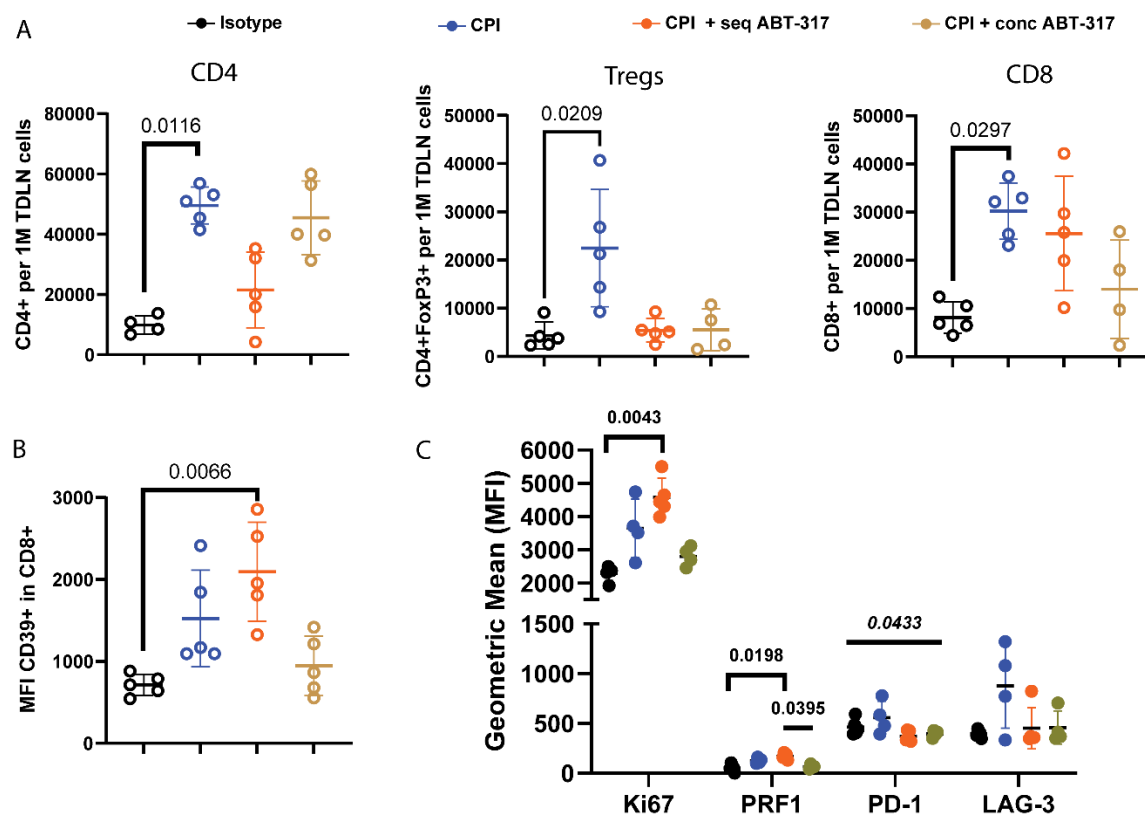

**Figure S1. Treatment with ABT-317 following CPI leads to improved antitumor T cell fitness.**

(A) CD4+ (left), CD4+FoxP3+ regulatory T cells (middle) and CD8+ (right) T cell counts per 1M TDLN cells obtained by flow cytometry. Significant p values by Kruskal-Wallis are shown. Error bars represent SD.

(B) CD39 MFI in TDLN CD8+ T cells. Significant p values by Kruskal-Wallis are shown. Error bars represent SD.

(C) Flow cytometry geometric mean fluorescence intensity (MFI) for Ki67, PRF1, PD-1 and LAG-3 in TDLN-derived TRAMP-C2 antigen-reactive CD8+ SPAS-1+ T cells. Significant p values by Kruskal-Wallis are shown. For PD-1, an overall p=0.0433 was calculated with no significant differences between groups. Error bars represent SD.

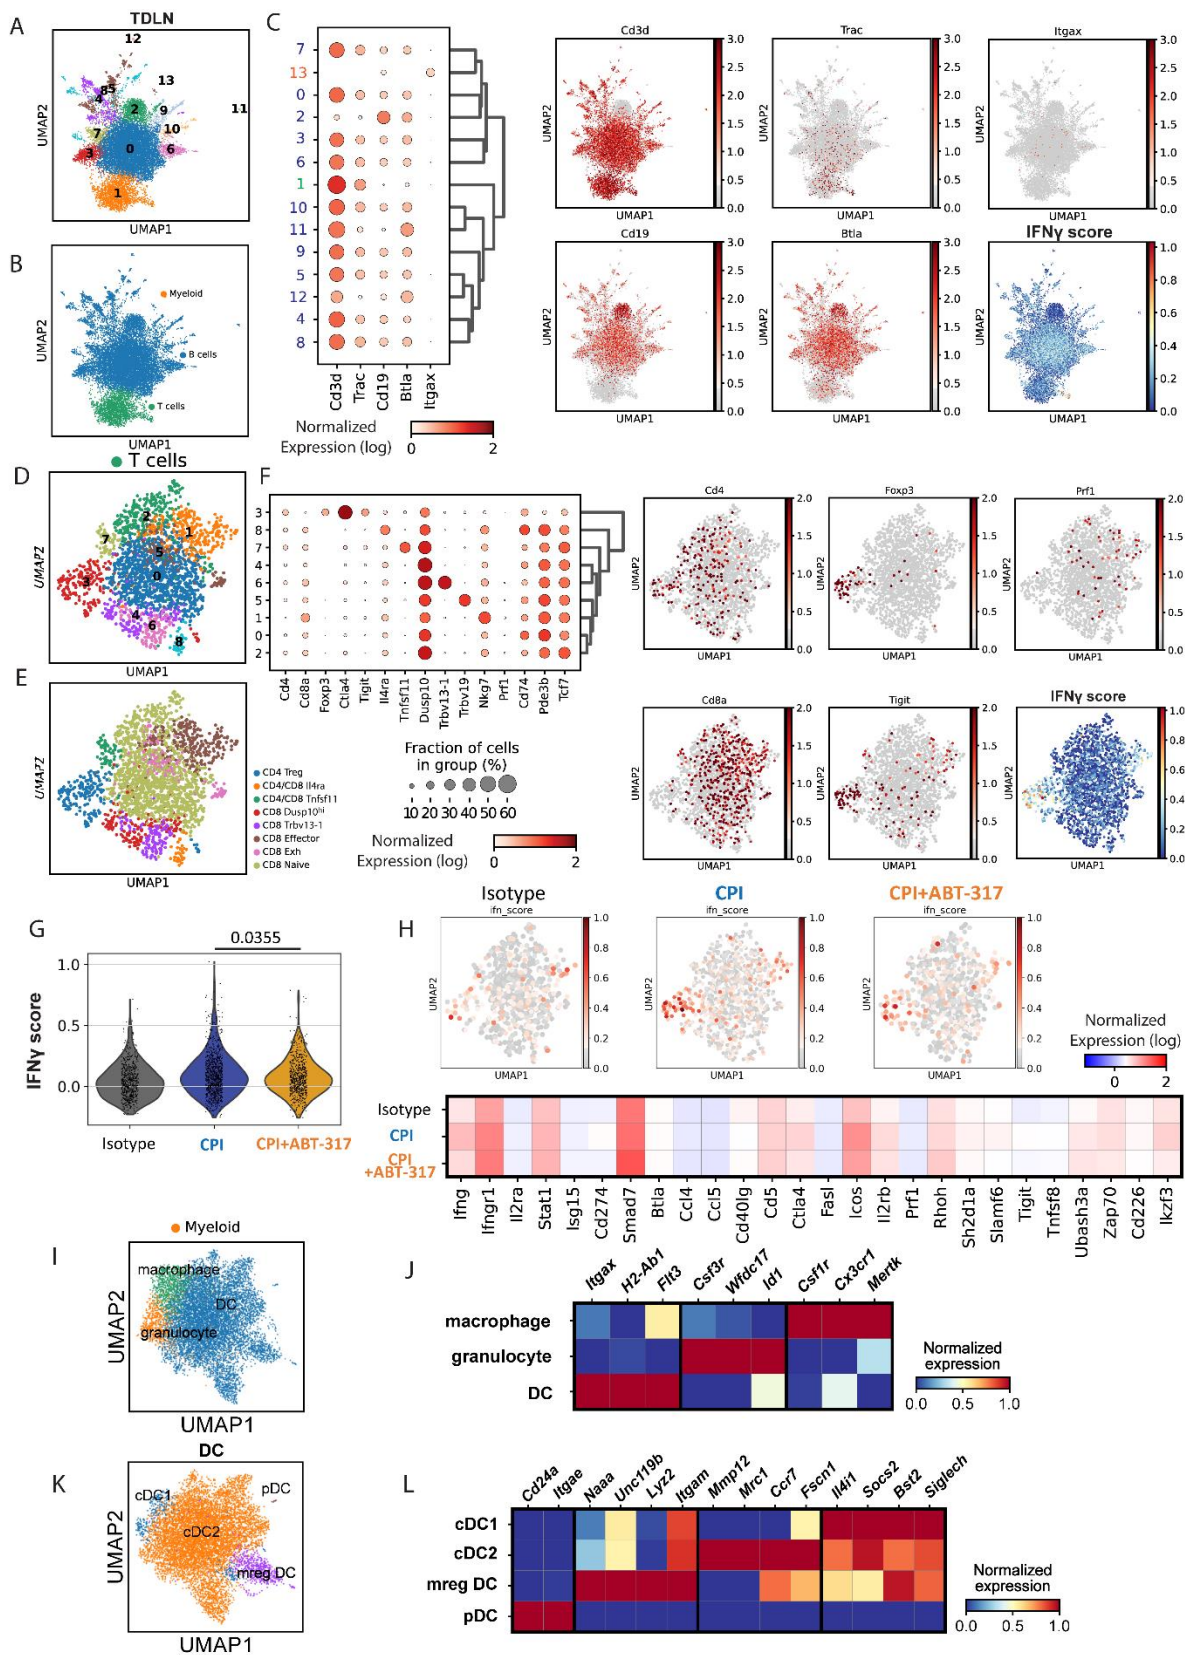

**Figure S2. ETB immune landscape of TDLNs from TRAMP-C2 challenged mice treated with ABT-317.**

- (A) UMAP showing 15,724 total TDLN cells from at least n=3 mice per treatment group for scRNAseq analysis from n=2 experiments described in Fig. 2F. 14 phenotypic clusters were obtained by unsupervised leiden clustering (res: 0.5).
- (B) UMAP showing major B cell, Myeloid and T cell populations.
- (C) Dot plot showing z-scaled, normalized expression of lineage B cell, Myeloid and T cell markers by leiden phenotypic cluster. UMAPs showing normalized expression of lineage-defining *Cd3d*, *Trac*, *Itgax*, *Cd19*, *Btla* and IFN $\gamma$  score.
- (D) UMAP showing 2,153 TDLN T cells from cluster 1 in (A). 9 phenotypic clusters were obtained by unsupervised leiden clustering (res: 0.5).
- (E) UMAP showing phenotypic clusters by CD4 / CD8 expression and top-rank gene expression.
- (F) Dot plot showing z-scaled, normalized expression of cluster-defining TDLN T cell genes by leiden phenotypic clustering. UMAPs showing normalized expression of selected markers *Cd4*, *Cd8a*, *Foxp3*, *Prf1*, *Tigit* and IFN $\gamma$  score.
- (G) Violin plots showing per-cell IFN $\gamma$  score in TDLN T cells. Significant p value obtained by Tukey is shown.
- (H) UMAPs showing the normalized IFN $\gamma$  score ('ifn\_score') for TDLN T cells interrogated with a 26-gene IFN $\gamma$ -responsive gene signature in each experimental group. Heatmap showing normalized expression of each of the 26 genes scored in 'IFN $\gamma$  score' in all TDLN T cells, by treatment.
- (I) UMAP showing TDLN myeloid cells by major cell type.
- (J) Heatmap showing normalized expression of macrophage, granulocyte and dendritic cell (DC) lineage markers.

- (K) UMAP showing 8,412 TDLN DCs from experiments described in Fig. 2F populating 4 different phenotypic clusters by leiden (res. 0.5). cDC: Conventional Dendritic Cells; pDC: Plasmacytoid Dendritic Cells; mregDC: Mature immunoregulatory Dendritic Cells.
- (L) Heatmap showing normalized expression of TDLN DC subset lineage markers.

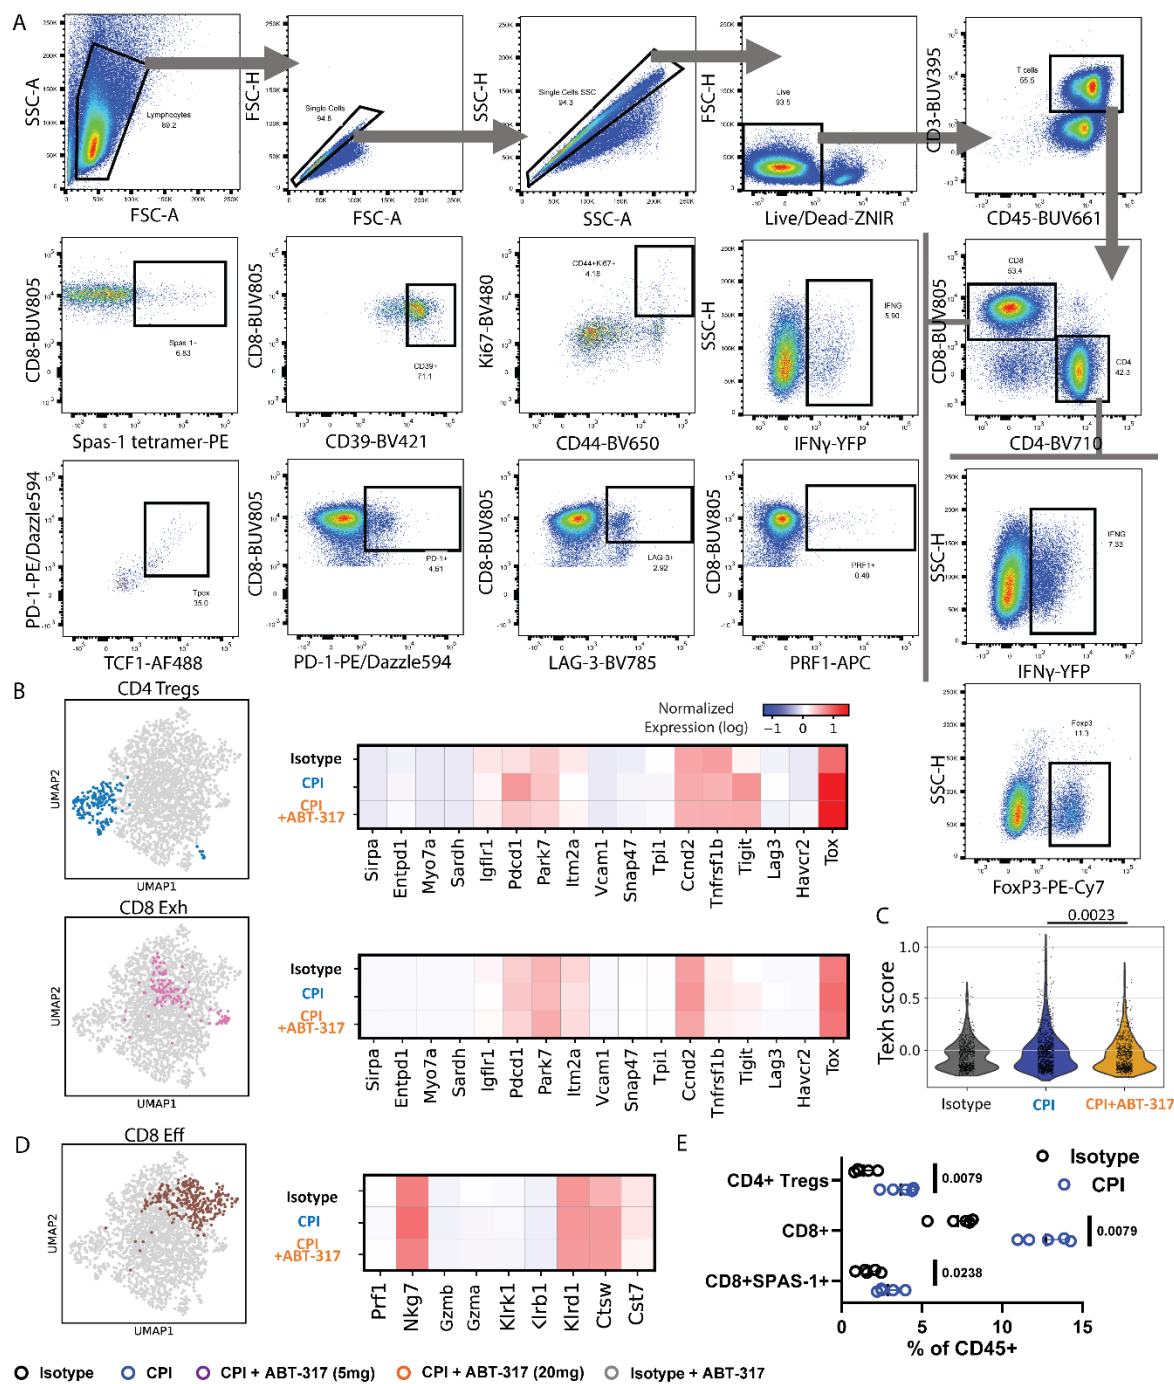

○ Isotype ○ CPI ○ CPI + ABT-317 (5mg) ○ CPI + ABT-317 (20mg) ○ Isotype + ABT-317

### **Figure S3. Harnessing antitumor T cell fitness in ETB TRAMP-C2.**

- (A) Flow cytometry gating strategy for all experiments described in the study. Relevant isotypes and irrelevant tetramers were used for titration. Values represent percentages of parent.
- (B) Left, UMAPs showing TDLN CD4+ Tregs (cl. 3) (top) and CD8+ Exhausted (cl. 5) T cells. Right, heatmaps showing normalized expression of 17 genes associated with T cell exhaustion composing the 'Texh score'.
- (C) 'Texh scores' in day 15 TDLN T cells. Significant p value obtained by Tukey is shown.
- (D) Left, UMAP showing TDLN CD8+ Effector T cells (cl. 1). Right, heatmap showing normalized expression of effector T cell genes.
- (E) Percentage of CD4+ Tregs, overall CD8+ and CD8+SPAS-1+ T cells within immune CD45+ cells by flow cytometry from TDLNs harvested on day 12 post TRAMP-C2 implantation on mice treated intraperitoneally with either dual CPI or Isotype on days 3, 6 and 9. Significant P values by Mann-Whitney are shown. Small black bars represent Mean. Error bars represent SD.
- (F) Flow cytometry tumor endpoint data from ETB experiments described in Fig. 2A showing percentage of tumor-infiltrating Tregs within CD45+ cells. No significant differences were found by Kruskal-Wallis and Dunn tests. Horizontal bars represent mean. Error bars represent SD.
- (G) Same as (F), for overall CD8+ T cells.
- (H) Same as (F), for antigen-reactive CD8+SPAS-1+ T cells.

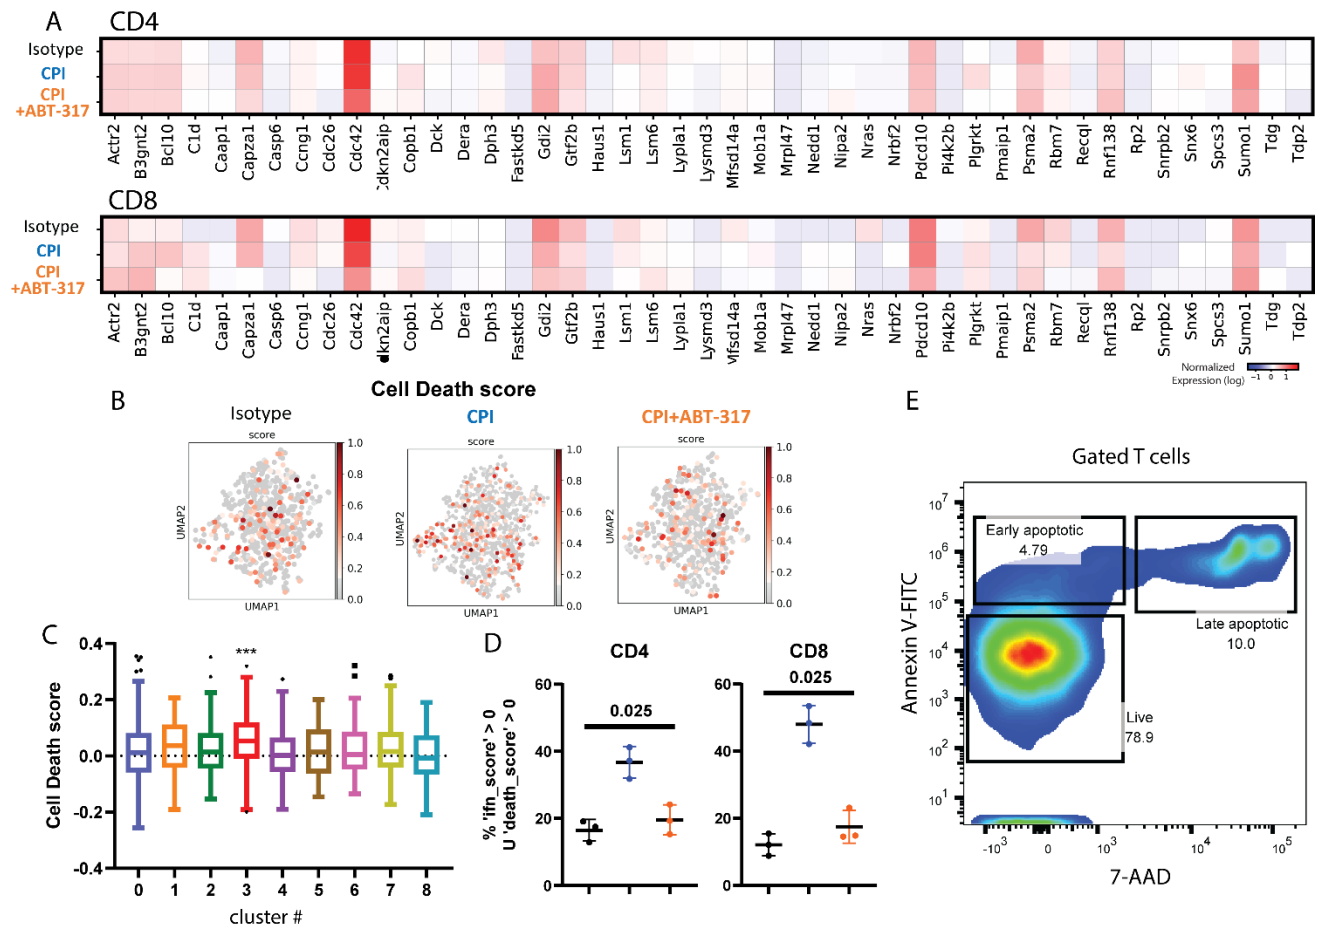

**Figure S4. ABT-317 prevents AICD in CD4+ and CD8+ T cells.**

(A) Heatmap showing normalized expression of 45 genes composing the 'Cell death score' in TDLN from mice harvested on day 15 after tumor implantation, by CD4 or CD8 lineage and treatment group.

(B) UMAPs showing 'Cell death score' in day 15 TDLN T cells, by treatment.

(C) Cell death score by leiden phenotypic cluster in TDLN T cells. \*\*\*, p < 0.05 vs clusters 0, 2, 4, 7, 8 by Tukey. Boxes cover interquartile interval, split by the median. Whiskers represent Min to Max values. Tukey outliers are shown.

(D) T cells contained in gates (in purple) shown in Fig. 4B from each independent scRNAseq sample, split by CD4 or CD8 lineage. Significant P values obtained by Kruskal-Wallis are shown. Black horizontal bars represent mean. Error bars represent SD. Black: Isotype; Blue: CPI; Orange: CPI+ABT-317.

(E) Flow cytometry gating for assessment of T cell death in day 15 TDLNs (Fig. 4D-E) and ex vivo experiments shown in Fig. 4E. Values represent percentages of parent.

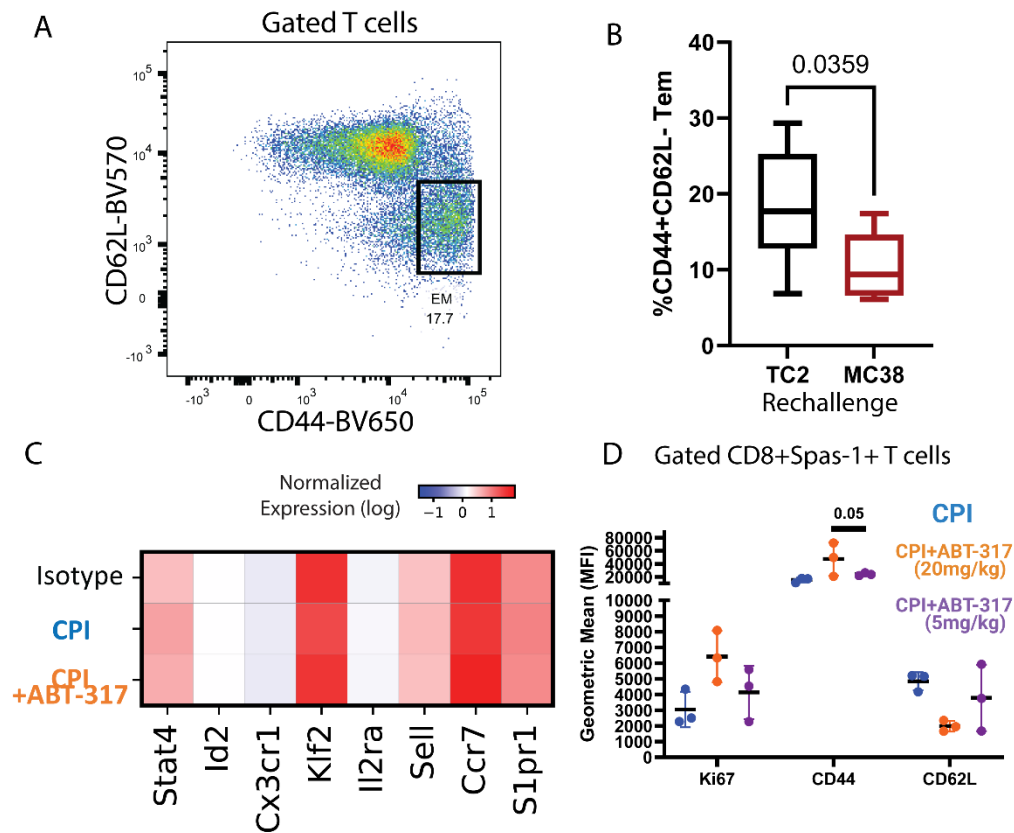

**Figure S5. ABT-317 protects mice from immunological rechallenge.**

- (A) Flow cytometry gating for CD44 (x axis) and CD62L (y axis) in TDLN-derived T cells from rechallenged mice involved in Fig. 5A. Values represent percentages of parent.
- (B) Box plot showing percentage of CD44+CD62L- Tem cells in TDLNs from rechallenged mice, split by tumor cell line used for rechallenge. Significant P value by Mann-Whitney is shown. Boxes span 10-90 percentiles. Horizontal bar across boxes represents median. Error bars represent SD.
- (C) Heatmap showing normalized expression of Effector Memory T cell marker genes in day 15 TDLNs from mice involved in experiments described in Fig. 2F, by treatment.
- (D) Geometric mean fluorescence intensity (MFI) of Ki67, CD44 and CD62L in CD8+ SPAS-1+ T cells from TDLNs of TRAMP-C2-rechallenged mice, by original treatment group (Fig. 2A).

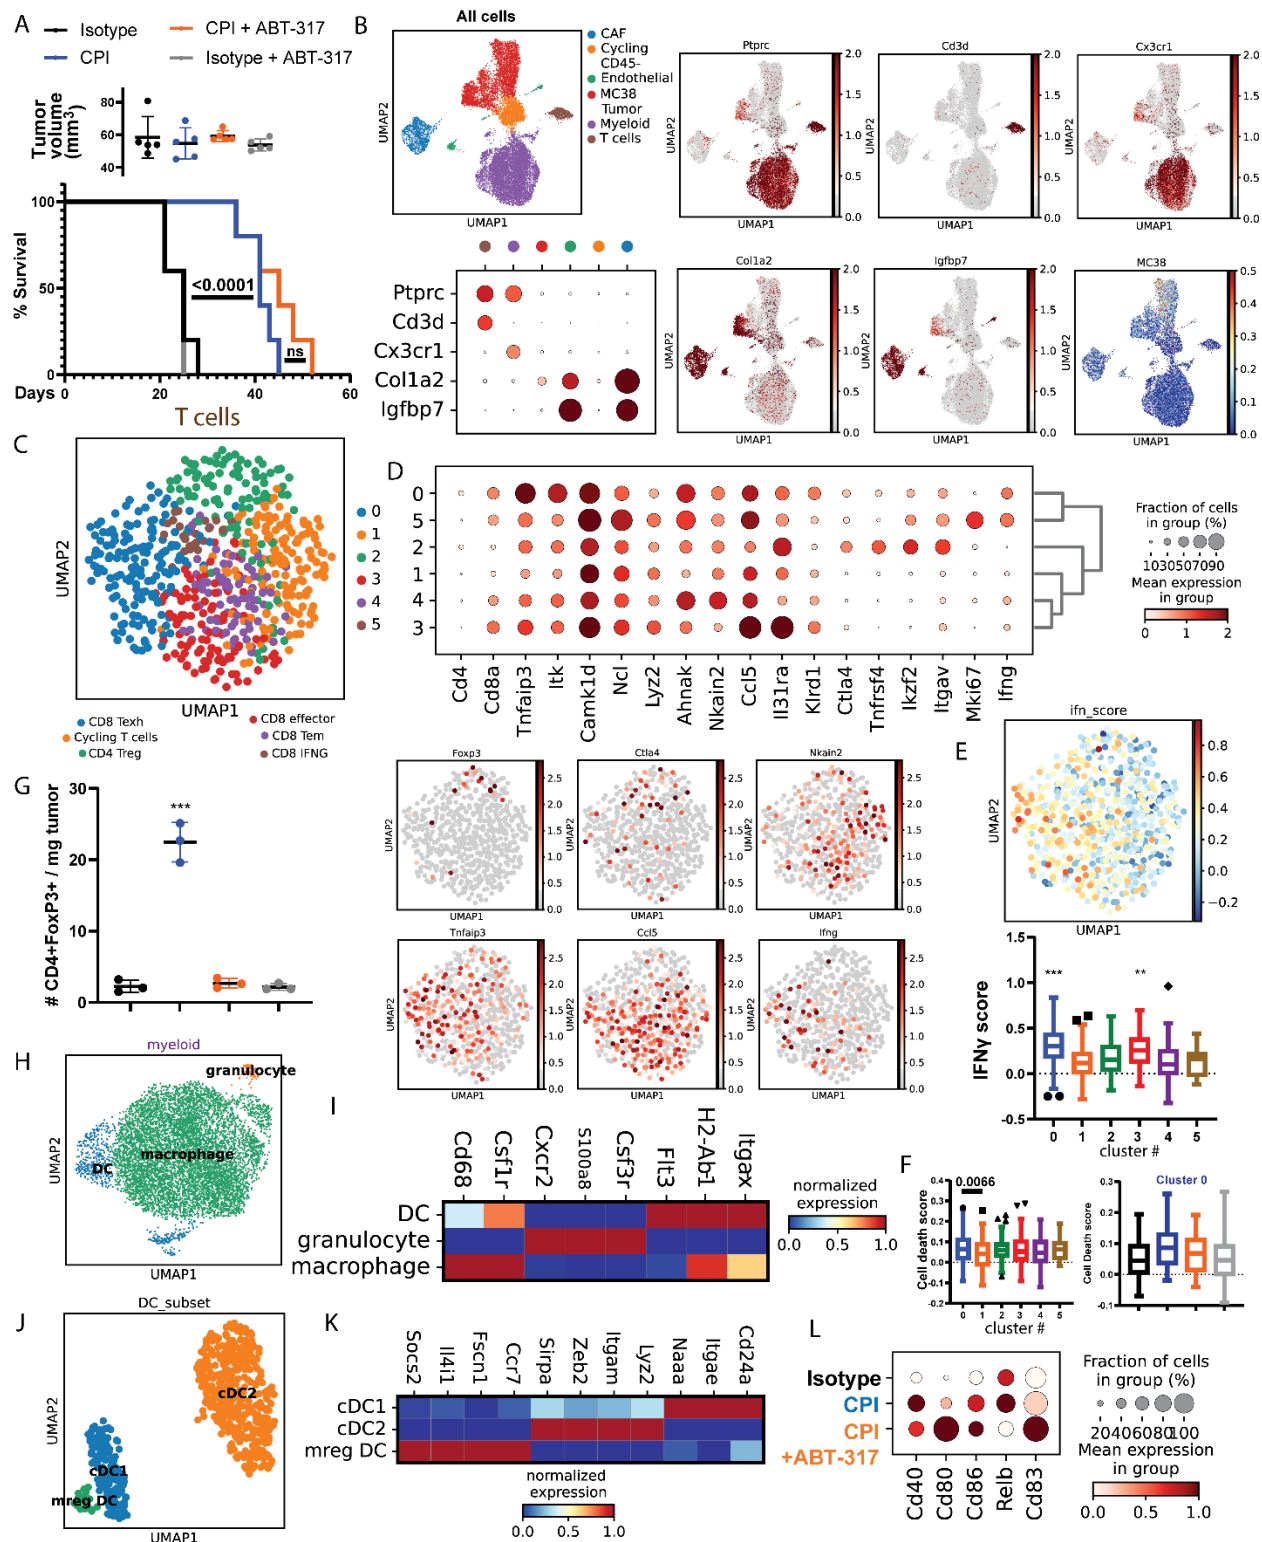

**Figure S6. ABT-317 improves antitumor T cell fitness in a minimal tumor burden setting.**

- (A) Top, Treatment randomization tumor volumes (day 0) for mice involved in experiments described in Fig. 6A. Black horizontal bar represents median. Error bars represent SD. Bottom, survival analysis for MC38 experiments described in Fig. 6A. Statistical significance by Log-rank Mantel-Cox analysis is shown:  $p < 0.0001$  CPI and CPI+ABT317 vs. Isotype and Isotype vs ABT-317. NS= not significant CPI vs CPI+ABT-317 ( $p = 0.187$ ).
- (B) UMAP showing 30,312 total cells for scRNAseq analysis from MC38 tumors harvested as described in Fig. 6A, by major cell types. At least  $n=3$  mice per treatment group are represented. Below, dot plot matrix showing z-scaled, normalized expression of top-rank genes by leiden phenotypic major cell clusters. Right, UMAPs showing normalized gene expression levels of immune cell *Ptprc* (CD45), lymphoid *Cd3d* (CD3), myeloid *Cx3cr1*, fibroblastic *Col1a2*, endothelial *Igfbp7*, and a scored 'MC38 gene signature'.
- (C) UMAP showing 2,432 MC38 tumor-infiltrating T cells. 6 phenotypic clusters were obtained by leiden (res: 0.5).
- (D) Top, dot plot showing z-scaled, normalized expression of top-rank genes by leiden phenotypic T clusters shown in (C). Bottom, UMAPs showing normalized expression of T cell cluster-defining *Foxp3*, *Ctla4*, *Nkain2*, *Tnfrsf3*, *Ccl5* and *Ifng*.
- (E) Top, UMAP showing IFN $\gamma$  score in tumor-infiltrating T cells. Bottom, IFN $\gamma$  scores per intratumoral T cell phenotypic cluster. \*\*\*,  $p \leq 0.0013$  vs clusters 1, 2, 4, 5 by Tukey; \*\*,  $p \leq 0.0001$  vs clusters 1, 4 by Tukey. Tukey outliers are shown.
- (F) Left, Cell death scores per intratumoral T cell phenotypic cluster. Significant p value by Tukey is shown. Tukey outliers are shown. Right, Cell death scores in CD8 $^{+}$  T cell cluster 0, split by treatment. No significance by Tukey ( $p = 0.065$ ). Boxes cover interquartile interval, split by the median. Whiskers represent Min to Max values.

- (G) Counts per mg of tumor of CD4+FoxP3+ Tregs in tumors from mice involved in flow cytometry experiments described in Fig. 6A. Black horizontal bar represents mean. Error bars represent SD.
- (H) UMAP showing 7,928 tumor-infiltrating myeloid cells, by major cell types.
- (I) Heatmap showing normalized expression of macrophage, granulocyte and DC markers in MC38 tumor myeloids.
- (J) UMAP showing 538 tumor-infiltrating DCs, by DC subsets.
- (K) Heatmap showing normalized expression of tumor-infiltrating DC subset markers.
- (L) Dotplot matrix showing normalized gene expression of *Cd40*, *Cd80*, *Cd86*, *Relb* and *Cd83* in tumoral mregDCs.

How the deposited data were processed for this re-analysis (not part of the article)

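The paper's scRNA-Seq data were deposited as 5 reactions, 3 from TDLNs of mice with TRAMP-C2 tumors and 2 from MC38 tumors, all taken on day 15. The authors deposited, for each reaction, a matrix of UMI counts per gene and barcode written by Cell Ranger, 7.1.0 for TDLNs and 8.0.1 for MC38 tumors, with no normalization. Whether the barcodes come from cell calling or from a minimum of UMIs is not stated in the files, and the lowest gene UMI total per barcode is 546 in MC38 reaction 1 and 500.0 in the other reactions. Antibody counts are 0 throughout in the TDLN matrices and total 304490137 and 226996957 UMIs in the MC38 matrices. T cell receptor sequences are not among the files.

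Gene UMIs per reaction were 127052825, 105259770, and 18055617 for TDLNs and 435031691 and 377184807 for MC38 tumors. The filters of the paper's methods were applied as stated: at least 200 and fewer than 2500 genes per cell, under 10% mitochondrial counts, and genes in at least 3 cells, which left 22837 genes for TDLNs and 21737 for MC38 tumors. In MC38 reactions 1 and 2, 4012 and 4250 barcodes had at least 10% mitochondrial counts and 0 and 620 had under 200 genes. Counts were scaled to 10000 per cell and transformed as the natural log of 1 plus the value. Clustering used scanpy 1.11.5 (Python 3.11.15, anndata 0.12.19, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0, igraph 0.11.9, leidenalg 0.10.2), with 50 principal components, 15 neighbors, and the Leiden algorithm at resolution 0.5 for 10 iterations, over all genes and all reactions of a tissue together. All genes were used because the methods limit variable genes to visualization. T-like cells were clustered again with 30 principal components of 2000 variable genes chosen within reactions.

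The clustering choices left open by the methods were compared after the data were seen, on MC38 tumors only. For all cells, 6 combinations with 5 seeds each gave mean adjusted Rand indices between seeds of 0.634 to 0.752, and 15 combinations with 6 seeds each gave 0.446 to 0.916 for T-like cells. The combinations used were not the ones that repeated best. The clusters also change with the numerical settings of the processor, which were fixed.

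Marker lists for each class were written before the files were opened. The naming rule was changed several times after clusters had been seen. In its last form a class needs at least 3 of its markers at 1.5 times their level in the other clusters and in at least 1% of cells, and a mean log2 ratio of its list of at least 0.4 (0.25 for sub-clusters). Among eligible classes, the one with most markers among the 10 genes highest relative to the other clusters is taken, where such genes are in at least 5% of cells. T cell states must hold more Cd4 than Cd8a, or the reverse, as their name says. A cluster stays unnamed if a class outside these limits has more markers among the 10 genes than the class taken, or if its median UMIs are below the median of the tissue divided by 3 and none of the 10 genes is a marker of the class. Names under the first rule, the highest mean of a list alone, were kept as an alternative, in which these 2 conditions also held. CD8 T cells are the sub-clusters of MC38 T-like cells with more Cd8a than Cd4.

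Scores used scanpy's score_genes with 50 control genes and 25 bins on the paper's lists of 26 (IFN-γ), 45 (cell death), and 17 genes (Texh). A score difference is the mean of a class minus that of the other T cells within a reaction. Differences in TDLNs were tested across reactions by an exact sign-flip permutation test, whose smallest two-sided p is 0.25 with 3 reactions. Gene levels are in CPM, from the UMIs of the gene and of all genes summed over the class, with exact Poisson 95% intervals, and shares have exact Clopper-Pearson 95% intervals. A count of 0 was given an upper limit of 3 counts. Intervals and limits cover counting error only.

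A deposited key names the treatment of each hashtag, 1 hashtag per treatment in each reaction, and in MC38 tumors a treatment has different hashtags in the 2 reactions. Each hashtag of the key was fitted with 2 normal components on the log scale over all barcodes, and it was called present at a posterior of 0.5 or more. Barcodes with exactly 1 hashtag present were given its treatment. A second rule took the hashtag that led by 1 log unit over the next. Because hashtags mark no single mouse, the units of comparison are sums per treatment and reaction where sums per mouse had been planned. TDLN comparisons of treatments were not run, and the share of CD8 exhausted–like cells by treatment was not tested because only 1 reaction had T cells with the CPI + ABT-317 hashtag.

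Differential expression used edgeR 4.0.16 (TMM, filterByExpr, quasi-likelihood test) in R 4.3.3 on sums over all treatments, with an adjusted p of 0.05, and DESeq2 1.42.0 as an alternative. Both tools were tested on simulated counts. With sums as small as those of CD8 T cells and 200 genes changed 4-fold, each called 0 of them, and edgeR called 1 gene when none was changed. With sums like those of macrophage-like cells edgeR called 160 of the 200 and DESeq2 168, with 9 and 14 unchanged genes called.

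The genes named in the text follow a rule set before the files were opened: genes the paper names for its scRNA-Seq data, up to 5 genes at each end of a score list, markers from which a class was named, and the 10 genes with the smallest adjusted p that change the same way in every sample. The paper's figures had been seen when the rule was set.

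The alternatives set beforehand were limits of 6000 and 500 genes, under 5% mitochondrial counts, Scrublet's doublet calls left out, only barcodes with exactly 1 hashtag, resolution 1.0, each reaction or sample left out, T cells thinned to 1 number of UMIs with shallower ones left out (1100 in TDLNs, 2280 of 2464 cells kept, and 700 in MC38 tumors, 1145 of 1258), 200 control genes, scores without a class's own markers, log2 CPM of sums, Spearman for Pearson, DESeq2, no low-count filter, and a term for the reaction. Those added after seeing the data were a first clustering on 2000 variable genes, sub-clusters on all genes, another clustering seed, the highest Scrublet scores (from percentile 90.0 of each reaction) left out, names from the highest mean alone, the second hashtag rule, tallies of score genes without TDLN reaction 3, scores of CD8 effector–like cells with UMIs of CD3 and CD8 genes and none of the NK list, sums scaled to all UMIs without TMM, and 2 comparisons of macrophage-like cells. Scrublet, as built into scanpy, found almost no doublets in 4 of 5 reactions: 9, 0, and 0 passing cells in TDLNs and 0 and 223 (2.30%) in MC38 tumors. Figures were drawn with matplotlib 3.10.9.

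No value is given for DC subsets of TDLNs because no cluster met those lists with the stated filters. None is given for exhausted CD8 T cells of TDLNs, since the sub-cluster that met that list held more Cd4 than Cd8a and was named Treg-like. NK cells were not among the names for sub-clusters of T-like cells. None is given for CD8 effector–like cells of MC38 tumors either. A sub-cluster of 631 cells met that list but stayed unnamed because of its few UMIs (median 1001) and no marker among its highest genes. A test of the hashtag key on a withheld item is not reported here. Sentences of the paper on flow cytometry, survival, histology, and T cell receptors have no deposited counts and were left out.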

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

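The test in this part was chosen after its result had been seen, as was CD90.2 itself, from 122 surface antibodies counted in the MC38 matrices.

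The MC38 matrices also hold counts of surface antibodies, which the paper's text does not mention, and the antibody to CD90.2, a protein of the T cell surface, gave a signal above the control antibodies in T-like cells. Its median was 44.0 UMIs per T-like cell in reaction 1 and 49.0 in reaction 2, while 9 isotype control antibodies had medians of 5.0 to 18.0. Macrophage-like cells had 6.0 and 6.0 UMIs of CD90.2 and DC-like cells 5.0 and 5.0. Fibroblast-like cells had 34.0 and 37.0, so the signal does not single out T-like cells. Antibodies to CD3 had medians of 100.0 and 103 UMIs in T-like cells and 117 and 121 in macrophage-like cells, and those to CD8a 20.0 and 20.0 against 16.0 and 16.0, so the antibody to CD3 was not higher in T-like cells and that to CD8a was slightly higher. The antibody to CD8b had medians of 10.0 and 11.0 UMIs in CD8 sub-clusters, 4.0 and 3.5 in Treg-like cells, and 3.0 and 3.0 in macrophage-like cells, and that to CD5 74.0 and 61.0 in Treg-like cells, 17.0 and 18.0 in CD8 sub-clusters, and 9.0 and 9.0 in macrophage-like cells.

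If T-like cells bound any antibody more, the control antibodies would be higher in them too, but the median ratio of T-like to macrophage-like cells over the 9 control antibodies was 0.808 (mean of the 2 reactions). The difference in CD90.2 between T-like and macrophage-like cells may therefore reflect the protein on the cells, which remains a hypothesis because it was found and tested on the same counts. No biological explanation was tested.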

How the results depend on the processing

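The alternatives described as added were chosen after seeing the data, and the others were set before the data were examined.

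In TDLNs the mean IFN-γ difference of Treg-like cells from the other T cells stayed positive under 15 of 15 alternatives (0.0439 to 0.264), as did that of the Texh score (0.0352 to 0.781). Both ranges include a value in log2 CPM of sums, which is on another scale. For the IFN-γ score it was the lowest, 0.0439, and reaction 3 was negative there. The T-like share stayed within 1 SD under the 12 alternatives that had T-like cells (0.997% to 2.20%), all but a first clustering on 2000 variable genes (added), and the B-like share under the 8 that had B-like cells (0.582% to 2.14%), while 5 had none. With an exact p of at least 0.25 in 3 reactions, the test says nothing about the stability of the scores. The cause was not tested for any value below unless it is named. The differences in exhausted-like share given below set CPI against 2 T cells with CPI + ABT-317, none of them exhausted-like (8 T cells, 2 exhausted-like, under the second hashtag rule), so they restate the CPI share and say nothing about the stability of a difference.

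With fewer than 6000 genes allowed, the TDLN cell death difference of CD8 effector–like cells turned to 0.0201, the correlation of scores was 0.141, and the share with both scores above 0 was 46.3%. In MC38 tumors this limit let 55463 cells pass and gave 2.34% T-like, 22.0% macrophage-like, 5.98% DC-like, and 5.15% fibroblast-like cells, 8.25% mregDC-like among DC-like cells, IFN-γ differences of 0.164 (exhausted-like) and 0.0424 (Treg-like), an exhausted-like share 23.7 points higher in CPI than in CPI + ABT-317, and 2 genes called in CD8 T cells, with 3413 DC-like cells. With at least 500 genes, the values were 0.0126 for CD8 effector–like death, 48.8% with both scores above 0, 4.88% T-like cells, MC38 IFN-γ differences of 0.174 (exhausted-like) and 0.0433 (Treg-like), an exhausted-like death difference of 0.00421, and 99 genes. Under 5% mitochondrial counts, they were a correlation of 0.122, 50.1% with both scores, 5.67% T-like and 9.77% fibroblast-like cells, IFN-γ differences of 0.135 and 0.00832, and 0 genes by edgeR (23 at an unadjusted p under 0.05).

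Without Scrublet's doublets, CD8 effector–like death was 0.0152, the correlation 0.0890, the share with both scores 42.3%, the MC38 Treg-like IFN-γ difference −0.00636, the exhausted-like death difference 0.0156, the exhausted-like share difference 38.2 points, and 0 genes were called by edgeR (90 unadjusted). Without the highest Scrublet scores (from percentile 90.0 of each reaction, added), CD8 effector–like death was 0.00719, both scores 42.8%, T-like cells 5.70%, fibroblast-like cells 8.46%, and 122 genes. With exactly 1 hashtag, 15651 MC38 cells remained, with 5.90% T-like and 1.20% DC-like cells and 14.6% mregDC-like among DC-like cells.

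At resolution 1.0, CD8 effector–like death was 0.00618, fibroblast-like cells 9.43%, MC38 IFN-γ differences 0.204 (exhausted-like) and 0.0531 (Treg-like), the exhausted-like share difference 16.6 points, and 3 genes were called. A first clustering on 2000 variable genes (added) gave 9.51% fibroblast-like cells and 124 genes in MC38 tumors and no T-like cells in TDLNs, so it has no TDLN scores. Sub-clusters on all genes (added) gave 5 genes, all lower in CPI. Clustering seed 1 (added) gave an exhausted-like IFN-γ difference of 0.155, a Treg-like one of −0.00437, a share difference of 26.6 points, and 0 genes by edgeR (78 unadjusted). The second hashtag rule (added) gave a share difference of 14.9 points and 0 genes by edgeR (11 unadjusted). Names from the highest mean alone (added) left the MC38 exhausted-like sub-cluster unnamed, so its scores have no value there.

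Thinned cells gave 19.3% with both scores above 0, an MC38 Treg-like IFN-γ difference of −0.00235, and an exhausted-like death difference of −0.00234. With 200 control genes, CD8 effector–like death was 0.000152 and both scores 44.9%. Without a class's own markers, the MC38 Treg-like IFN-γ difference was −0.00858. As log2 CPM of sums, the TDLN IFN-γ difference of CD8 effector–like cells was −0.0549, the death difference of Treg-like cells −0.404, and the MC38 death difference of exhausted-like cells −0.0936 (−0.0490 and −0.138 in the 2 reactions). These TDLN values were negative only in reaction 3 (−0.539 and −1.50), with 3 and 4 cells of the class. The death difference of CD8 effector–like cells was −1.04 (−0.292, −0.0940, and −2.72 in the 3 reactions), and it turned positive under 7 of 15 alternatives, so its sign is not settled.

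For genes changed in CD8 T cells, 52 with edgeR, DESeq2 gave 0 (28 unadjusted, 23 of them lower in CPI), no low-count filter 109, and a term for the reaction as a replicate block 78. With sums scaled to all UMIs and no TMM (added), the edgeR calls turned to lower in CPI, so their number and direction rest on the scaling. TMM and library sizes of the tested genes together shift log2 fold changes by 1.85 towards CPI. This alternative changed both, so it does not single out TMM. Leaving out CPI replicate 1 or replicate 2 gave 0 genes by edgeR in each case (68 and 110 unadjusted), so the count rests on both. Only 2 of the 17 alternatives stayed within 1.5 times the count of 52. With 2 CPI + ABT-317 cells, depth limits this comparison, and the simulated sums of this size gave no true call. No model could be fitted without CPI + ABT-317 replicate 2 or with exactly 1 hashtag in the first filter, because no CPI + ABT-317 cells were then left, or without replicate 1 or 2 as a whole, because no residual degree of freedom was left. The last also holds for macrophage-like cells.

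Leaving out each reaction in turn gave TDLN values of 62747 to 118551 cells, correlations of 0.0882 to 0.129, 38.9% to 51.3% with both scores above 0, and CD8 effector–like death differences of −0.0222 to 0.0104. Without replicate 2 there was no CD8 effector–like class. In MC38 tumors it gave 9682 to 15219 cells, 8.83% to 9.35% fibroblast-like cells, 13.9% to 15.9% mregDC-like among DC-like cells, and Treg-like IFN-γ differences of −0.0740 to −0.00185. Exhausted-like cells were named only without replicate 2, with an IFN-γ difference of 0.176, a death difference of 0.0177, and a share difference of 30.7 points.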

Differences from the paper's values

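Tests on these values were set before the data were examined, except those of the alternatives described as added.

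For TDLNs the paper gives 15,724 cells, and 125069 passed the stated filters here. None of the alternatives set before the data were examined came within 1.5 times the paper's number, and they ranged from 62747 (without replicate 1) to 126128 (fewer than 6000 genes). The paper gives 14 TDLN clusters, against 9 here. With at least 500 genes (10 clusters) or at resolution 1.0 (15 clusters) the number fell within 1.5 times the paper's, and under the other alternatives set before the data were examined (8 or 9 clusters) it did not. A first clustering on 2000 variable genes (15 clusters) and clustering seed 1 (11 clusters), both added after seeing the values, also fell within it, the former with 0 of the paper's 2,153 T cells. The paper gives 8,412 TDLN DCs, against 0 DC-like cells here, and no alternative set before the data were examined came near it, with 917 at most (without replicate 1).

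For MC38 tumors the paper gives 2,432 T cells, against 1305 T-like cells here, and the alternatives set before the data were examined gave 535 to 1305, none within 1.5 times the paper's number. The paper gives 538 MC38 DCs, against 232 DC-like cells here. Alternatives set before the data were examined gave 108 to 236, apart from 3413 with fewer than 6000 genes, and none fell within 1.5 times the paper's number.

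The paper describes TDLN cells as mainly B cells. Here B-like cells were 1.58% of cells, and 82.5% were in clusters without a name. Many of the unnamed barcodes may hold no single cell, so this share cannot be compared with the paper's description. The paper names exhausted CD8 T cells among the TDLN clusters with the highest IFN-γ score, and no sub-cluster was given that name here. Treg-like (0.199) and CD8 effector–like cells (0.195) were the highest here. The latter may hold NK cells, with a UMI of the NK marker list, which includes Prf1, in 45.3% of cells and of its NK receptor genes in 22.0%.

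In MC38 tumors the paper compares T cells and DCs of CPI + ABT-317–treated tumors with those of other groups, and reports more Jak2 and changes of several genes of CD8 T cells with ABT-317. Here the CPI + ABT-317 hashtag marked 2 T cells and 2 DC-like cells, too few to compare. Jak2 had 0 UMIs in these T cells, and 2 UMIs in the 8 T cells of the second hashtag rule (added), or 154 CPM against 112 with CPI, where edgeR called 0 genes. The paper lists a tumor cell population, and no cluster was named from that marker list here. It also lists cycling T cells, but the list of cycling genes was not used for naming, so their absence here says nothing about them. The paper's order of Tregs by treatment, highest with isotype, was also seen here in the isotype and CPI groups (59.4% and 36.4% against 16.8% and 19.6%).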

Other observations

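All tests of explanations in this part were chosen after the pattern had been seen, and the 2 comparisons of macrophage-like cells were added after the numbers of CD8 T cells were seen.

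Most TDLN barcodes carried UMIs of T cell and B cell marker genes together. Outside the T-like and B-like clusters, 95.9%, 95.0%, and 92.9% of barcodes held UMIs of both lists in reactions 1, 2, and 3. If these barcodes were draws from 1 shared pool of RNA, the T cell share of marker UMIs would vary between barcodes as binomial draws do. The observed variance was 1.19 times the binomial one (median of 3 reactions), and in simulated barcodes the ratio was 1.01 for 1 shared profile, 6.35 for an even mixture of shared draws and pure cells, and 11.6 for pure cells alone. T-like and B-like barcodes had ratios of 12.1, 9.80, and 6.37 in the 3 reactions. Free RNA added equally to every droplet is argued against by Cd74, whose level in T-like barcodes was only 0.0400 of that in unnamed ones. B-like barcodes, however, held Cd3e at 0.633 of the level in unnamed ones, as free RNA would give, so free RNA in part of the droplets stays open. Barcodes with a T cell and a B cell together are argued against by depth, since the median UMIs of unnamed barcodes were 0.850 of those of T-like ones. Reaction 1 held 62575 barcodes where the methods load 60000 cells, so by these numbers not all of its barcodes can be single cells. A candidate explanation is that many unnamed barcodes hold RNA of a common pool and no single cell, as empty droplets or droplets with RNA of lysed cells would. Which of these applies, and whether a step before deposition left them in, was not tested, and no biological explanation was tested.

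T-like cells of MC38 tumors carried almost only the CPI hashtag, 93.6% of those with 1 hashtag present. Fibroblast-like cells showed the same, with 95.6% and 94.5% in reactions 1 and 2, while macrophage-like cells carried the isotype hashtag in 86.2% and 87.0%. Better binding of 1 hashtag antibody to T cells is argued against by reaction 2, where another antibody marks CPI and the share was 92.4%. The limit on genes per cell is argued against by the share of 94.1% with fewer than 6000 genes, when CPI + ABT-317 still had only 2 T-like cells of 2139 and 4 of 1955. The rule for calling hashtags is argued against by the share of 93.2% under the second rule. Barcodes called T cells from marker UMIs alone, without clusters or an upper limit, carried the CPI hashtag in 87.1%, with 1 of 2153 and 3 of 2063 CPI + ABT-317 barcodes among them.

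Other explanations of the CPI hashtag pattern stay open. Of T-like barcodes with several hashtags, 66.5% had the CPI hashtag highest, so T cells of other groups may sit among these 185 barcodes, and this cannot be told apart from T cells of the CPI group with a second hashtag because no hashtag count there is known to be true. The key may exchange treatments, and no test reported here tells a swap apart from the key as given. A biological effect of CPI and ABT-317 on T cell numbers also stays open, as untested, and so does unequal labeling of the sorted CD45+ and CD45− fractions. Depth differed between hashtags too, with medians of 1117.5 and 1345 genes for CPI barcodes.

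The key names a group of isotype with ABT-317 in MC38 tumors. In macrophage-like cells, isotype (3609 and 3709 cells) against isotype with ABT-317 (263 and 207 cells) gave 4 of 8514 genes by edgeR, all 4 the same way in every sample, with 363 at an unadjusted p under 0.05 and 11 by DESeq2. They were Ctsk (log2 fold change −3.36), Gm43305 (−1.77), and Cbr2 (−1.67), lower with isotype, and Gm47283 (1.00), higher. With a term for the reaction the count was 81, and it was 24 and 18 without isotype replicate 1 and 2, 9 and 1 without isotype with ABT-317 replicate 1 and 2.

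CPI (32 and 31 macrophage-like cells) against CPI + ABT-317 (285 and 315 cells) gave 46 genes by edgeR, 17 higher and 29 lower in CPI, all 46 the same way in every sample, with 1102 at an unadjusted p under 0.05. DESeq2 called 159, 100 higher and 59 lower in CPI, and under the second hashtag rule edgeR called 20, 16 higher and 4 lower. With sums scaled to all UMIs and no TMM edgeR called 58, 40 higher and 18 lower, so the balance of directions depends on these choices. A term for the reaction gave 243, and leaving out CPI replicate 1 or 2 gave 19 and 9 and CPI + ABT-317 replicate 1 or 2 gave 63 and 45. The 10 genes with the smallest adjusted p were Cxcl3 (log2 fold change 2.95), Ccl12 (−2.45), F10 (3.39), Slpi (2.44), Malt1 (1.61), Thbs1 (1.69), Wfdc17 (1.61), Ccl6 (2.13), Ckb (−2.92), and Cd72 (−2.30). Cxcl3 and Slpi were also among the highest genes of the granulocyte-like cluster, and Wfdc17 and Ccl6 of an unnamed cluster of 515 cells. Ccl12 was among those of the macrophage-like cluster of 5859 cells. Whether the groups differ in their mix of cells was not tested, so a change within macrophages is not shown.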
